# Global analysis of double-strand break processing reveals *in vivo* properties of the helicase-nuclease complex AddAB

**DOI:** 10.1371/journal.pgen.1006783

**Published:** 2017-05-10

**Authors:** Anjana Badrinarayanan, Tung B. K. Le, Jan-Hendrik Spille, Ibrahim I. Cisse, Michael T. Laub

## Abstract

In bacteria, double-strand break (DSB) repair via homologous recombination is thought to be initiated through the bi-directional degradation and resection of DNA ends by a helicase-nuclease complex such as AddAB. The activity of AddAB has been well-studied *in vitro*, with translocation speeds between 400–2000 bp/s on linear DNA suggesting that a large section of DNA around a break site is processed for repair. However, the translocation rate and activity of AddAB *in vivo* is not known, and how AddAB is regulated to prevent excessive DNA degradation around a break site is unclear. To examine the functions and mechanistic regulation of AddAB inside bacterial cells, we developed a next-generation sequencing-based approach to assay DNA processing after a site-specific DSB was introduced on the chromosome of *Caulobacter crescentus*. Using this assay we determined the *in vivo* rates of DSB processing by AddAB and found that putative *chi* sites attenuate processing in a RecA-dependent manner. This RecA-mediated regulation of AddAB prevents the excessive loss of DNA around a break site, limiting the effects of DSB processing on transcription. In sum, our results, taken together with prior studies, support a mechanism for regulating AddAB that couples two key events of DSB repair–the attenuation of DNA-end processing and the initiation of homology search by RecA–thereby helping to ensure that genomic integrity is maintained during DSB repair.

## Author summary

Double-strand breaks (DSBs) are a threat to genome integrity and are faithfully repaired via homologous recombination. The initial processing of DSB ends that prepares them for recombination has been well-studied *in vitro*, but is less well characterized *in vivo*. We describe a deep sequencing-based assay for assessing the early steps of DSB processing in bacterial cells by the helicase-nuclease complex AddAB. We find that a combination of *chi* site recognition and RecA loading is required to attenuate AddAB activity. In the absence of RecA, the chromosome is excessively degraded with a concomitant loss in transcription. Our results, along with prior studies, support a model for how *chi* recognition and RecA together regulate AddAB to maintain genome integrity and facilitate recombination.

## Introduction

Double-strand breaks (DSBs) are a potentially lethal form of DNA damage as incorrectly repaired or unrepaired breaks can lead to the loss of genetic information, chromosomal rearrangements, mutations, or cell death. Cells have evolved the ability to faithfully repair DSBs via homologous recombination using a sister chromatid or sister chromosome as a template [1–3]. In all domains of life, homologous recombination requires the processing of DSB ends to produce single-stranded DNA overhangs [3–5]. In bacteria this processing is carried out by a helicase-nuclease complex, such as AddAB or RecBCD, whereas eukaryotes use multiple complexes including the Rad50/Mre11 complex [3,4]. The single-stranded DNA overhangs produced by the helicase-nuclease complex become bound by a single-stranded DNA-binding recombinase, usually RecA in bacteria, or the homologous Rad51 in eukaryotes. The RecA/Rad51 filaments that form on ssDNA overhangs can initiate homology search and strand invasion to drive recombination and subsequent repair of the damaged chromosome [1–3].

Precisely how DSB end processing occurs and how it is regulated to ensure the generation of single-stranded DNA required for recombination without an excessive loss of genomic information is not fully understood. Biochemical studies have led to two general models. In one model, the nuclease-helicase complex initially degrades both strands of DNA until it encounters a specific DNA element called *chi* (*c*rossover *h*otspot *i*nstigator) that triggers a switch to a state that drives resection of only one strand, thereby producing the necessary ssDNA overhang needed to initiate homologous recombination [6–13]. This model has emerged from biochemical studies on *E*. *coli* RecBCD, which has two independent helicase domains and a nuclease domain, and *B*. *subtilis* AddAB, which contains a helicase and a nuclease domain in AddA along with a nuclease domain in AddB (which also carries an inactive helicase domain) [4,5,14]. Biochemical studies of AddAB from *B*. *subtilis* show that, like RecBCD, recognition of *chi* sequences on the 3’-terminated strand during degradation converts AddAB from a double-stranded nuclease to a single-stranded DNA nuclease and slows its effective rate of translocation [15–18]. Structural studies have further suggested that this could be due to a conformational change in the complex following *chi* recognition by AddB [14,19]. The single-stranded DNA generated by either RecBCD or AddAB is thought to be bound by the RecA filament. In the case of RecBCD, the loading mechanism for RecA has been well-characterized, showing that RecA binding to single-stranded DNA is facilitated by RecBCD in a *chi-*dependent manner, via a direct interaction with RecB [8,20,21]. How RecA loading occurs in the context of AddAB remains to be determined. The alternative model for production of single-stranded overhangs posits, at least in *E*. *coli*, that RecBCD initially unwinds a DSB end but without any degradation [6]. Upon activation at a *chi* site RecBCD then nicks one strand with subsequent helicase activity separating the two strands to create a single-stranded overhang that can load RecA and initiate homologous recombination.

Which of these two models applies *in vivo* to AddAB is not fully resolved. As noted, the molecular events underlying the initial processing of DSBs have been extensively studied *in vitro*, both in bulk and in single-molecule experiments [14–17,19,22–24], but assessing these events and measuring the rates of AddAB or RecBCD-dependent processing of a DSB on the chromosome in living cells remains a major challenge. Genetic assays used to assess RecBCD [25,26], and to some extent AddAB [27–30] activity, *in vivo* have provided important insights, but direct measurements of DNA processing by these helicase-nuclease complexes has been limited. The assays used often involve measuring the retention of radioactively labeled nucleotides in chromosomes subjected to UV damage [31], which produces a large number of lesions and kills most cells, complicating the estimation of degradation rates by a helicase-nuclease complex acting on a single chromosomal DSB. Techniques such as Southern blotting [32,33] have also been used to probe helicase-nuclease activity *in vivo*, but cannot easily be used to examine DNA processing on a global level. Advances in whole genome DNA sequencing in combination with the development of systems for the controlled introduction of single DSBs [32,34–36] in bacterial chromosomes now offer the ability to probe the *in vivo* activity of helicase-nuclease complexes like AddAB with higher resolution and more precision.

*Caulobacter crescentus* is a useful organism for probing the *in vivo* dynamics and mechanisms underlying DSB repair. Unlike many bacteria, *Caulobacter* exhibits once-and-only-once replication of its chromosome under all growth conditions, and large populations of cells are easily synchronized, enabling the isolation and study of cells with a single chromosome. DSB repair has been previously visualized at the single-cell level in *Caulobacter* [37]. Here, we examine the *in vivo* processing of site-specific DSBs introduced in the *Caulobacter* chromosome, which is thought to require AddAB [37,38], using the endonuclease I-SceI [34,37]. Using a deep sequencing-based assay we measure the extent of DNA processing by AddAB around a break site and provide evidence that AddAB initially degrades both strands, but is then triggered, by putative *chi* sites, to resecting a single strand. We show that putative *chi* sites in *Caulobacter* attenuate the rate of AddAB-mediated DNA processing *in vivo*, but only with ~20% efficiency, similar to *in vitro* estimates for *B*. *subtilis* AddAB [16]. We find that, in the absence of RecA, AddAB translocation rates inferred *in vivo* are comparable to the previously measured *in vitro* rate of ~400 bp/s for *B*. *subtilis* AddAB [16,22,23,39]. Further, our results suggest that, in the presence of RecA, AddAB translocation after *chi* recognition is reduced ~4-fold. Successful attenuation of degradation requires the formation of a RecA filament, but not the SOS response or recombination. Collectively, our results indicate that RecA likely downregulates the translocation rate of AddAB after *chi*, possibly through a direct protein-protein interaction. This regulation of AddAB by RecA helps to limit DNA degradation around a break site, thus constraining the impact on transcription to a more limited region of the genome.

## Results

### A deep sequencing-based assay for measuring DNA resection after a double-strand break

To assess DNA processing around a DSB induced on the chromosome, we used the I-SceI system previously developed in *Caulobacter* [37] (Fig 1A). Briefly, a single I-SceI site was introduced +780 or +3042 kb from the origin of replication and the I-SceI enzyme, which recognizes and cleaves the I-SceI site to generate a DSB, was placed under a vanillate-regulated promoter on the chromosome [37,40]. This promoter is repressed by the protein VanR; addition of vanillate releases VanR from the P_*van*_ promoter and induces gene expression [40]. DnaA, the replication initiator, was expressed from an IPTG inducible promoter to control the replication state of cells. To isolate the initial step of DSB processing from later events of homologous recombination, we conducted our experiments primarily in cells with a single chromosome, the swarmer cells of a *C*. *crescentus* population. To isolate these swarmer cells and to prevent subsequent rounds of replication, cells were grown without IPTG for 1.5 h to deplete DnaA and arrest cells in a G1 state. These G1-arrested cells were then isolated using Percoll density gradient centrifugation [41]; flow cytometry analysis verified that this procedure produced a population of G1-phased swarmer cells (S1A Fig). I-SceI was then induced by adding vanillate for 0.5, 1, 2, or 4 h and genomic DNA isolated and sequenced. As a control, genomic DNA from swarmer cells to which vanillate was not added was also isolated and sequenced. The fold difference in reads per kilobase per million (rpkpm) in the DSB-induced sample relative to the control was plotted as a function of genomic position, hereafter referred to as a DSB processing profile.

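The DNA data comprised 18 libraries of genomic DNA, 1 per condition, from *Caulobacter* NA1000 strains that carry an I-SceI site +780 kb or +3042 kb from the origin and an I-SceI gene under vanillate control, except the uninduced swarmer control, whose strain carries neither. They covered synchronized swarmer cells of the wild type, of Δ*addAB*, Δ*recA*, *recA(K83A)* and non-cleavable *lexA* strains, and of strains with an array of *chi* sites, besides asynchronous cells and DNA treated with mung bean nuclease. The authors aligned the reads to the NA1000 chromosome with Bowtie and deposited the coverage of each base, that is, the number of aligned reads that overlap it, with no scaling for depth. Depth ranged from 7939270 reads (*chi* for array +30 kb from the DSB) to 28360840 reads (the library labelled +3042 kb, 4 h), and the uninduced swarmer control held 13374843 reads. Reads were counted in 4000 equal bins of the chromosome, divided by the control, scaled to equal reads between 2800 and 3400 kb (break at +780 kb) or between 600 and 1200 kb (break at +3042 kb), and smoothed by lowess with a bandwidth of 0.01. Asynchronous cells were divided by their own uninduced library. With 1 library per condition no test between conditions was run, and the 95% intervals (exact binomial over the 40 bins nearest the DSB for ratios there, 100 Poisson resamples for other measures) cover counting error only.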

**Fig 1:**

A deep sequencing-based assay for measuring DNA processing after a double-strand break. (A) Schematic of the assay used to measure DNA processing around a DSB in *Caulobacter* swarmer cells. DSBs were induced by addition of 500 μM vanillate. (B-C) Representative DSB processing profiles for DSBs induced at +780 (B) or +3042 (C) kb for 1 h (black) or 2 h (grey). Location of the DSB site is indicated with a dashed line. (D) Representative profile showing that, in the absence of AddAB (red trace), DNA processing and degradation around a DSB site is not observed. (E) Profiles for DSB at +780 kb in an asynchronously growing population of *Caulobacter* induced with 500 μM (red) vanillate for 1 h. Profile for DSB induction in swarmer cells with 500 μM vanillate from Fig 1B is also shown in black. (F) Profiles for DSB at +780 kb in an asynchronously growing population of *Caulobacter* induced with 2 μM (green) vanillate for 1 h. Profile for DSB induction in swarmer cells with 500 μM vanillate from Fig 1B is also shown in black. (G-H) qPCR was performed using the primer pairs at the genomic positions indicated in wild-type cells. The location of putative *chi* sites on the top and bottom strands are indicated with red and blue, respectively, tick marks (also see Fig 2A). Samples were collected before (0 min) and 60 min after DSB induction. qPCR at a distal, unprocessed control site (*rpoA*: +1,444 kb) was also performed. qPCR values at each locus normalized to *rpoA* are plotted for two independent repeats (a and b). DSB processing profile values for the same loci are also shown. (I-J) Zoomed in regions of the 1 h profiles for a DSB induced at +780 (I) or +3042 kb (J).

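Induction for 1 h with 500 μM vanillate left 0.578 of the control reads (interval 0.572 to 0.584) at +780 kb in swarmer cells, a loss of 42.2% (41.6 to 42.8). The I-SceI site there follows CCNA_00727, annotated as a ribosomal-protein-alanine acetyltransferase, at 783127 to 783723 on the NA1000 reference genome (ASM2200v1). Reads stayed low close to the break, at 0.591 of the control 25 kb toward the origin and 0.589 at 25 kb toward the terminus. They rose with distance on both arms, to 0.733 at 100 kb toward the origin and 0.656 at 100 kb toward the terminus.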

In cells with a single chromosome, induction of a DSB with 500 μM vanillate at +780 kb from the origin resulted in bidirectional loss of DNA around the break site, with an ~30% and ~40% drop in reads at the DSB site after 0.5 h and 1 h respectively (Fig 1B, S1B and S1C Fig). After 2 h, there was an ~60% drop in reads at the location of the DSB site. 

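At 2 h the reads at +780 kb stood at 0.320 of the control (interval 0.316 to 0.323), a loss of 68.0% (67.7 to 68.4), well outside the counting error of the 1 h value. The loss had also deepened away from the DSB. At 100 kb the ratio was 0.481 toward the origin and 0.398 toward the terminus, and at 400 kb it was 0.896 toward the origin and 0.643 toward the terminus.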

Similar decreases in reads were also observed upon induction of a DSB +3042 kb from the origin (Fig 1C, S1D Fig). In this case, 1 h of vanillate induction resulted in an ~60% drop in reads at the site of the DSB with 2 h of induction resulting in an ~80% drop in reads. 

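With the DSB at +3042 kb, the trough lay at that position and widened with time. At 1 h the ratio of induced to control reads 50 kb from this DSB was 0.579 toward the origin and 0.535 toward the terminus, and at 2 h it was 0.308 and 0.251 in the same order. The region around +780 kb, which carries no break in these cells, kept 1.00 of its reads relative to the terminus region (2200 to 2600 kb) at 1 h. At 2 h this value was 1.23, but the terminus region had itself lost reads by then (0.799 of the control at 2442 kb).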

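The ratio at +3042 kb was 0.523 (interval 0.518 to 0.528) at 1 h and 0.246 (0.243 to 0.249) at 2 h, a loss of 47.7% (47.2 to 48.2) and of 75.4% (75.1 to 75.7) of reads. On the smoothed profile this loss was larger than at +780 kb by more than the counting error at both times. With reads within 5 kb of the DSB the order turned at 1 h (38.6% against 42.5% at +780 kb). That window holds CCNA_02893 (3040378 to 3042063), which had 1.86 times the coverage of the control relative to its flanks in this strain. The excess adds reads to the window, so the turned order cannot be read as a smaller loss. The gene named for this insertion, CCNA_03821 (exodeoxyribonuclease III), lies elsewhere, at 3987369 to 3988175 in the same assembly, and reads at its end were not reduced, with a ratio of 1.09 at 1 h and 1.09 at 2 h.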

The DSB processing profiles were highly reproducible, with independent repeats yielding r values of 0.94 (S1E Fig).

To confirm that the troughs observed in the profiles (Fig 1B and 1C) result from DSB processing by AddAB, we repeated our assay in *ΔaddAB* cells. These cells did not show any significant drop in reads near the DSB site, or elsewhere in the genome (Fig 1D), indicating that AddAB is, in the growth conditions tested here, the only helicase-nuclease complex that processes a DSB.

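In Δ*addAB* cells, which lack both subunits of the AddAB helicase-nuclease, the smoothed profile at +780 kb held 0.878 of the control reads (interval 0.871 to 0.884), a loss of 12.2% (11.6 to 12.9). The dip was narrow: reads within 5 kb of the DSB stood at 0.789 (0.778 to 0.801), those 20 to 50 kb away on the origin side at 0.982 (0.973 to 0.990), and those 50 to 100 kb away at 0.977 (0.971 to 0.983) on the origin side and 1.01 on the terminus side. The window 20 to 50 kb away on the terminus side, at 1.05, holds CCNA_00747, which is covered at 1.95 times the control in this strain. In the wild type, reads within 5 kb stood at 0.575, and those 50 to 100 kb away on the terminus side at 0.629. Across the rest of the chromosome the mean ratio of 10-kb windows was 1.03 (SD 0.0396, n = 386 windows), and 1 of them was as low as the window at the DSB. That window lies at the *addAB* locus (*addB* 3808728 to 3811718, *addA* 3811849 to 3815310), where the deletion left 0.00200 of the control coverage of *addB* and 0.00520 of that of *addA*. Uninduced asynchronous cells that carry the site showed no dip within 5 kb (1.01 relative to 50 to 100 kb away, interval 0.999 to 1.03), against 0.794 (0.783 to 0.807) in the induced Δ*addAB* cells by the same measure. How deep the dip appears depends on the width of the smoothing, with 0.938 at the site under a bandwidth of 0.02. From the profile without AddAB, the paper concludes that no other helicase-nuclease complex processes a DSB under these growth conditions.

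**Figure D1:**
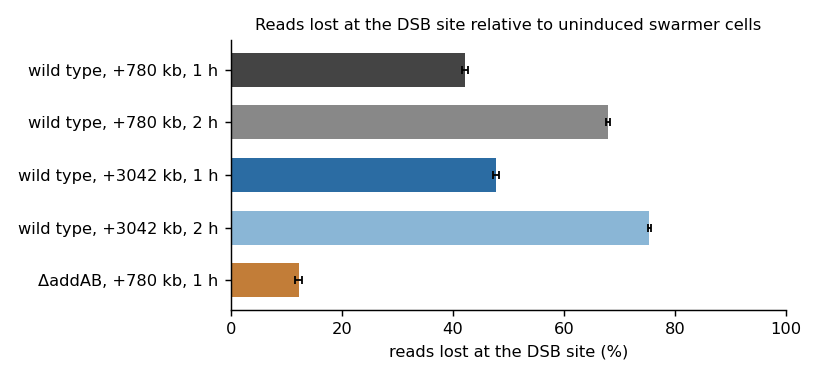
Percent of control reads lost at the DSB site (horizontal axis) in 5 libraries: wild-type cells with a DSB at +780 kb or +3042 kb after 1 h or 2 h of induction, and ΔaddAB cells with a DSB at +780 kb after 1 h. Bars are single libraries and error bars are 95% counting intervals; the loss ranges from 12.2% without AddAB to 75.4% at +3042 kb after 2 h.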

We also generated a DSB processing profile for an unsynchronized, actively replicating population of cells. We first treated an asynchronous population of cells with 500 μM vanillate (as with the synchronized G1/swarmer cells in Fig 1B) to drive maximal induction of I-SceI, which is sufficient to drive cleavage of both chromosomes in nearly all cells with two chromosomes [37], thereby preventing homologous recombination-based repair. However, even with maximal induction of I-SceI, a very small percentage of cells could experience only a single DSB that can be repaired. Treatment with 500 μM vanillate produced a profile almost identical to that observed with swarmer cells alone (Fig 1E). This effect was not because cells entered a G1 arrest (S1G Fig), indicating that AddAB activity is not significantly influenced by the replication status of the cells. 

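Asynchronous cells lost 45.9% of reads at +780 kb (interval 45.3 to 46.4) after 1 h with 500 μM vanillate, slightly more than synchronized swarmer cells. Within 400 kb of the DSB the mean difference of their smoothed ratio from the swarmer profile was −0.0347 (interval −0.0382 to −0.0317), with a root-mean-square difference of 0.0367. The loss again leaned to the terminus side, with a mean share of 0.314 lost over 400 kb there and 0.204 on the origin side. From this resemblance and from cells that did not arrest in G1, the paper concludes that replication status has no significant influence on AddAB activity.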

We also measured the DSB processing profile for cells in which I-SceI was induced with 2 μM vanillate (Fig 1F). These cells likely experience only a single DSB and thus can repair the damaged chromosome through homologous recombination-based repair, as judged by the fact that cells treated with 2 μM vanillate showed no major change in their flow cytometry profile (S1G Fig), did not lose viability, and were previously shown to engage in homology-based repair [37]. The profile for these cells was similar in shape to that of synchronized swarmer cells or asynchronous cells treated with 500 μM vanillate, but the magnitude of differences was substantially reduced (Fig 1F), likely because some fewer cells experience DSBs and because cells can repair a single cut chromosome.

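With 2 μM vanillate, asynchronous cells kept 0.830 of their reads at the DSB (interval 0.823 to 0.838), a loss of 17.0% (16.2 to 17.7). The mean share lost over 400 kb was 0.0970 on the origin side and 0.124 on the terminus side, a ratio of 1.28 between the arms, against 1.54 for asynchronous cells at 500 μM. Reads rejoined the uninduced level 516 kb from the DSB on the origin side and 1042 kb on the terminus side.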

The library preparation procedure used should, in principle, only result in the sequencing of double-stranded DNA. However, DSB resection could, in principle, result in the production of some single-stranded DNA. To ensure that we were not sequencing single-stranded DNA, we treated genomic DNA extracted from a DSB-induced sample with Mung bean nuclease, which degrades single-stranded DNA. 

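Mung bean nuclease, an enzyme that digests single-stranded DNA, was applied to DNA of wild-type swarmer cells after 1 h of induction. In the treated library the ratio at the DSB was 0.739 (interval 0.733 to 0.745), a loss of 26.1%. Within 400 kb of the DSB its smoothed ratio lay on average 0.107 above that of the untreated library (interval 0.103 to 0.110), and the root-mean-square difference was 0.118. The mean share of reads lost over that distance was 0.0804 on the origin side and 0.155 on the terminus side, which gives a ratio of 1.92 between the arms. Each library stands for 1 preparation of DNA, so the spread between preparations is not known from these values. The treated library also has reads of 40 bp, as the control does, and the untreated library reads of 50 bp.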

The resulting degradation profile was indistinguishable from that of a sample not treated with the nuclease (S1F Fig), indicating that our method only produces reads for double-stranded DNA. Thus, our profiles likely represent total DNA loss due to the degradation of one or both strands from the DSB. This interpretation would also fit with prior biochemical studies indicating that AddAB can degrade double-stranded DNA and resect a single strand. However, as noted before, an alternative model for *E*. *coli* RecBCD posits that the helicase-nuclease complex initially unwinds the two strands and then, at *chi* sites will nick and again unwind but not degrade the DNA. If the initially unwound DNA reannealed, it would form double-stranded DNA that would be sequenced. But if that were occurring, we would not have seen any loss of reads near the DSB site. Alternatively, the initially unwound DNA may not anneal, remaining single-stranded, which is not captured in our sequencing. Hence, to distinguish between these possibilities, we performed quantitative PCR (qPCR), which can report on total DNA, including any single-stranded DNA that may be missed in our sequencing assay. If AddAB were only unwinding the DNA flanking a DSB, then qPCR using primer pairs at loci adjacent to a DSB should yield significantly more product than a primer pair that spans the DSB site itself. However, the qPCR values for loci immediately adjacent to a DSB site at +780 kb were comparable to the value for the DSB site itself, and to the values measured by our sequencing-based profiling, supporting the notion that AddAB initially degrades both strands of DNA (Fig 1G and 1H). 

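Relative to the *rpoA* gene (RNA polymerase alpha subunit), the wild-type profile after 1 h held 0.599 of its reads at the cut site, 0.611 at 760 kb and 0.624 at 820 kb. The paper's reported qPCR values, each the mean of 2 repeats, are 0.443 at the cut site, 0.520 at 760 kb and 0.493 at 820 kb. At the cut site the qPCR repeats spanned 0.401 to 0.485, below the profile. The primer pair there spans the DSB, so cutting alone lowers this value. The *rpoA* region itself kept 0.963 of its control reads in the profile. From qPCR values next to the break that were close to that at the break, the paper proposes that AddAB starts by degrading both strands.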

The qPCR values increased at sites further from the DSB site, relative to the qPCR value at the DSB and relative to the values measured by our sequencing approach, likely reflecting the presence of some single-stranded DNA not detected in our sequencing assay. Thus, taking together prior biochemical studies and our own sequencing and qPCR data, we favor a model in which AddAB initially degrades both strands and then, in response to *chi* sites (see below), switches to resecting a single strand. 

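At 680 kb, the place farthest from the break on the origin side, the paper's reported qPCR value is 0.942 (repeats 0.926 and 0.958), while the profile relative to *rpoA* was 0.762 there. At 725 kb the qPCR value was 0.679 and the profile 0.663. On the terminus side the qPCR value was 0.616 at 860 kb and 0.779 at 950 kb, against profile values of 0.661 and 0.760. Over the 7 places the qPCR value differed from the profile by −26.0% at the cut site and by 23.7% at 680 kb. The paper proposes that the excess away from the break is single-stranded DNA that the sequencing assay does not detect.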

There is also a formal possibility that AddAB does initially just unwind the DSB end and that other nucleases in the cell degrade each strand, but such a model is less parsimonious as it invokes additional components that are not necessary *in vitro*.

### DNA degradation around a double-strand break is asymmetric due to putative *chi* sites

In the 1 h DSB processing profile for swarmer cells with a DSB induced at +780 kb (Fig 1B) the read counts were lowest at the site of cleavage and then increased progressively in both directions until they matched the read counts of the control profile. These profiles can, therefore, be used to estimate an upper bound on the speed of AddAB-dependent processing. After 1 h, the first point of separation between the DSB-induced and control profiles was ~450 kb to the left of the DSB and ~1300 kb to the right. Thus, the rate of processing (degradation and resection) *in vivo* can be, at most, ~100 bp/s to the left and ~200 bp/s to the right. However, because the profiles are not step functions and instead feature a gradual decrease from +450 and +1300 kb toward the DSB site, it implies that most cells degrade DNA more slowly than 100–200 bp/s or initiate DSB processing at different times. To test this latter possibility, we measured cell viability as a function of time after adding vanillate to induce I-SceI and a DSB. 

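In the wild-type library at +780 kb, 1 h, the smoothed ratio returned to the control level 459 kb from the DSB on the origin side (interval 412 to 478) and 1034 kb on the terminus side (699 to 1069). The return was taken as the first position from which 20 bins in a row reached the mean minus 2 SD of the scaling region. At 600 kb the ratio was 1.01 toward the origin and 0.945 toward the terminus, and on the terminus side it still stood at 0.968 at 800 kb. The approach to the control level is gradual, and with another scaling region (2400 to 2800 kb) the distances were 324 kb and 659 kb. With the Δ*addAB* library as the control they were 796 kb and 1173 kb.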

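Divided by 1 h of induction, the distances in wild-type cells with a DSB at +780 kb gave upper bounds of 128 bp/s toward the origin and 287 bp/s toward the terminus, or 221 and 326 bp/s with the Δ*addAB* library as the control. For the DSB at +3042 kb the same measure gave 75.2 bp/s toward the origin and 147 bp/s toward the terminus. From the distances at +780 kb the paper reasons to an upper bound on the rate of processing on each side.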

Because we induce DSBs in swarmer cells containing a single chromosome, recombination-based repair cannot occur and a DSB is lethal. Thus, if all cells experienced a DSB immediately after the addition of vanillate, we would expect a precipitous drop in viability post-induction. Instead, we found a gradual decrease in viability suggesting that cells likely experience a DSB at variable times (S1H Fig). Heterogeneity in a population of cells may also arise if DNA degradation proceeds at different rates in individual cells or if DSB processing is slowed or stopped at different frequencies, possibilities explored further below.

For DSBs at either +780 or +3042 kb, the global processing profile was clearly asymmetric around the break site (Fig 1I and 1J). 

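The arm toward the terminus lost more DNA than the arm toward the origin for both break sites. At +780 kb, 1 h, the mean share of reads lost within 400 kb of the DSB was 0.275 on the terminus side and 0.173 on the origin side, a ratio of 1.59 (interval 1.55 to 1.61). For the DSB at +3042 kb, 1 h, the shares were 0.307 and 0.173, a ratio of 1.78 (1.74 to 1.81). At 2 h the ratio was 1.43 at +780 kb and 1.59 at +3042 kb. Close to the break the arms differed less, with a ratio of 1.19 within 200 kb at +780 kb and 1.27 at +3042 kb.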

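At +3042 kb, 1 h, reads reached the control level 271 kb from the DSB on the origin side (interval 251 to 293) and 530 kb on the terminus side (517 to 551). After 2 h these distances were 498 kb and 1132 kb. At +780 kb, 2 h, they were 537 kb toward the origin (511 to 559) and 1407 kb toward the terminus (1348 to 1472).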

In each case, read loss extended further toward the terminus than the origin. Prior studies have shown that DNA degradation by helicase-nuclease complexes such as AddAB or RecBCD is negatively regulated by *chi* sequences that are highly abundant in bacterial genomes, and often with a much higher frequency on the lagging-strand template, with respect to DNA replication [2,42]. Because *B*. *subtilis* AddAB directionally recognizes *chi* sites [4], the distribution of these sequences may underlie the asymmetry seen in our degradation profiles. The putative *chi* sequence in *Caulobacter* was previously predicted computationally to be 5’-GCGGTGGT-3’ [43] (Fig 2A). To test whether this sequence element is responsible for degradation asymmetry, we first overlaid on the DSB processing profile of cells with a DSB induced at +780 kb the putative *chi* sequences on the leading (Figs 2B and S2A) and lagging strands (Figs 2C and S2B) that may affect AddAB translocation and degradation in the 3’->5' direction. Leading and lagging strands are defined with respect to DNA replication, which is presumed to proceed bidirectionally from the origin (0 kb) to the terminus (~2000 kb); for the sake of simplicity, we use 'leading' and 'lagging' strands to refer to the lagging- and leading-strand templates, respectively (Fig 2A). Additionally, we note that the *chi* sequences shown in Fig 2 and throughout our study are those that match the computationally predicted *chi* sequence and are in an orientation that would, in principle, allow them to affect AddAB. 

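Among the putative *chi* sites that the paper's S2 Table lists around +780 kb, 10 lie on the origin side, between 4.03 and 90.9 kb from the break (11 per 100 kb), and 3 lie on the terminus side, between 44.8 and 122 kb away (2.47 per 100 kb). *chi* is the short sequence at which AddAB-type enzymes are thought to slow or stop degradation. The wild-type profile at 1 h held 0.863 of the control reads 200 kb from the DSB on the origin side and 0.752 on the terminus side. At 300 kb it held 0.949 on the origin side and 0.790 on the terminus side.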

The presence of putative *chi* sequences was inversely correlated with the extent of degradation, with more degradation occurring on the side of the DSB where the density of putative *chi* sequences was substantially less. This pattern was also observed when a DSB was induced +3042 kb from the origin (S2C and S2D Fig) suggesting that the asymmetry observed in the DSB processing profiles results from an effect of *chi* site frequency on AddAB activity.

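Around +3042 kb, 1 h, the wild-type ratio at 200 kb was 0.892 on the origin side and 0.717 on the terminus side, and at 300 kb it was 0.963 and 0.758 in that order. At 2 h the ratio at 300 kb was 0.816 toward the origin and 0.481 toward the terminus. The positions of *chi* sites around this break were not analysed here. From the inverse relation at both break sites the paper proposes that *chi* frequency, through AddAB, sets the asymmetry.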

**Fig 2:**

DNA degradation around a double-strand break is asymmetric due to chi sites. (A) Plot showing distribution of the putative *chi* sequence (5’-GCGGTGGT-3’) in *Caulobacter*. *chi* sites that are predicted to have an effect on AddAB translocation on the leading strand are shown in red and on the lagging strand are shown in blue. Each tick indicates the position of an individual *chi* sequence. (B-C) Positions of *chi* sequences on the leading strand (B) or lagging strand (C) with respect to a DSB site at +780 kb (dashed line) are overlaid on the DSB processing profile from Fig 1E. (D) A repeat of 15 *chi* sequences (*chi*^*for*^) was inserted +30 kb from the DSB site at +780 kb and the profile is shown in green. As a control, the *chi* orientation was flipped at the same location (*chi*^*rev*^) and the profile is shown in orange. Profile of a DSB induced at +780 kb (without insertion of *chi*) is also shown from Fig 1B (black). (E) Same as panel D, with *chi* sequences inserted +100 kb from the DSB site. (F-G) Zoom in views of genomic regions where *chi* sequences were inserted, as in panels D-E.

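For the test of inserted arrays, 4 libraries of swarmer cells with a DSB at +780 kb, 1 h, were analysed, with 7939270 and 8789647 reads for the *chi* for and *chi* rev arrays labelled +30 kb, and 9514716 and 10307135 reads for those labelled +100 kb. The arrays stand in or beside CCNA_00774, annotated as a ring hydroxylating dioxygenase (829317 to 830426), and CCNA_00836, the flagellin gene *fljO* (902191 to 903012). The ends of these genes lie 46.7 kb and 119 kb from the end of CCNA_00727. The DNA cloned with each array left a local excess of coverage, which reached 2.89 times the flanks for *chi* for and 1.89 times for *chi* rev at CCNA_00774, and 2.13 and 2.06 times at CCNA_00836. CCNA_00747 (*tipF*), beside which these strains carry an inserted *parS* marker, was covered 1.75 to 2.02 times as deeply as the control in the other libraries with a site at +780 kb and was at 0.971 of the control in the *chi* rev +30 kb library. The step at an array was measured as the mean ratio 2 to 50 kb beyond the gene's end minus that over the region from 25 to 2 kb before it.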

To more directly determine whether 5’-GCGGTGGT-3’ is the *Caulobacter chi* sequence and whether the presence of this sequence explains the asymmetry of our profiles, we inserted an array of 15 such sequences on the chromosome either +30 kb or +100 kb from the DSB site at +780 kb. This *chi* array was inserted either in the correct orientation for recognition by AddAB (*chi*^*for*^) or in the opposite orientation as a control (*chi*^*rev*^). After inducing a DSB, the *chi*^*rev*^ construct had no effect on degradation (Fig 2D and 2E, S2E and S2F Fig). In contrast, the *chi*^*for*^ construct significantly reduced degradation beyond the location it was inserted when compared to the control or wild-type profiles (Figs 2D, 2E, S2E and S2F). 

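In the libraries labelled *chi* rev the ratio rose across CCNA_00774 by 0.0759 (interval 0.0648 to 0.0865) with the array at +30 kb, and across CCNA_00836 by 0.0914 (0.0807 to 0.101) with the array at +100 kb. The wild type rose by 0.0319 (0.0212 to 0.0415) and 0.0367 at these places. Among 5 libraries without an array there, the step ranged from 0.0157 to 0.0434 at CCNA_00774 and from 0.0277 to 0.0596 at CCNA_00836, so that the *chi* rev steps lay above each of them.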

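With the *chi* for array the ratio rose by 0.0423 (interval 0.030 to 0.0535) across CCNA_00774 and by 0.0517 (0.0427 to 0.0617) across CCNA_00836, both inside the range of the libraries without an array. The *chi* for step minus the *chi* rev step was −0.0336 at +30 kb and −0.0397 at +100 kb. Over the region 15 to 50 kb beyond the array labelled +100 kb, the *chi* rev library held 1.08 times the reads of the *chi* for library (1.07 to 1.09). At +30 kb the corresponding ratio was 1.00 (0.988 to 1.01). The paper states that the *chi* for orientation reduced degradation beyond the array.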

Although degradation beyond the inserted array of *chi* sites was reduced, it was not completely eliminated. 

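Beyond the arrays the DNA was still depleted in every array library. Over the region 15 to 50 kb past CCNA_00774, the *chi* for library held 0.699 of the control reads and the *chi* rev library 0.699, against 0.638 in the wild type. Past CCNA_00836 the *chi* for library held 0.761, the *chi* rev library 0.824 and the wild type 0.722. At the DSB itself the ratios were 0.630 for *chi* for and 0.594 for *chi* rev at +30 kb, and 0.632 and 0.636 at +100 kb.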

Given prior studies suggesting that *chi* sites switch AddAB to a mode in which it degrades only one strand to produce resected DNA [4,17], we infer that ssDNA degradation likely occurs more slowly than the initial double stranded degradation. Alternatively, it is possible that the *chi* recognition frequency is low. These data also support the conclusion that 5'-GCGGTGGT-3' is likely the *chi* sequence in *Caulobacter*, though we have not, of course, shown whether they are sites where homologous recombination preferentially occurs. Importantly for our purposes though, these sites clearly affect DSB processing and likely explain the asymmetric degradation by AddAB from a DSB site.

Notably, the *chi*^*for*^ construct produced a clear difference in the profile, relative to the wild type and cells harboring the *chi*^*rev*^ construct. This difference was evident within ~2–5 kb of the site of insertion (Fig 2F and 2G), demonstrating that our assay has a resolution of at least 5 kb and likely better.

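Within 2 to 5 kb beyond CCNA_00774, the ratio to the control was 0.658 with *chi* for, 0.620 with *chi* rev and 0.582 in the wild type. The *chi* rev library held 0.943 times the reads of the *chi* for library in this window (interval 0.903 to 0.984). Before the array, on the side of the break, it already held 0.935 times as many (0.92 to 0.95) over the region from 25 to 2 kb before the gene's end. At CCNA_00836 the 2 to 5 kb window gave 0.701, 0.718 and 0.670 for *chi* for, *chi* rev and wild type, and the ratio of *chi* rev to *chi* for was 1.02 (0.990 to 1.06), a difference not detectable at this depth. From the profiles at the arrays the paper concludes that the assay resolves features at least as small as 5 kb.

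**Figure D2:**
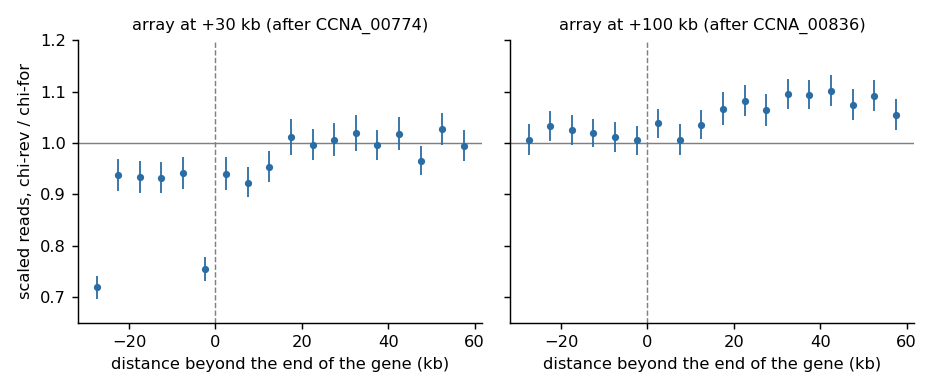
Ratio of scaled reads in the chi-rev library to those in the chi-for library (vertical axis) in bins along the chromosome around the array (horizontal axis, kb from the end of CCNA_00774 or CCNA_00836); points are single libraries with 95% counting intervals. Beyond the array the ratio is 1.00 at +30 kb and 1.08 at +100 kb over the region 15 to 50 kb away.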

### Effect of *chi* sites on AddAB is dependent on RecA

Collectively, the results presented thus far suggest that the recognition of *chi* sequences by AddAB results in an attenuation of AddAB-mediated processing of DNA around a break site. Next, we wondered whether the attenuation of DSB end processing after *chi* recognition may result, in part, from the recruitment of RecA to the ssDNA formed after AddAB encounters a *chi* site. To examine the effect of RecA on DSB processing, we measured the DSB processing profile of cells lacking RecA (Fig 3A, S3C and S3D Fig). 

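Reads in Δ*recA* cells, which lack the strand-exchange protein RecA, stood at 0.596 of the control at the DSB (interval 0.590 to 0.601), a loss of 40.4%, close to that in the wild type. Away from the break the profile stayed low on both arms, with 0.621 of the control reads 200 kb toward the origin and 0.651 toward the terminus. At 600 kb it held 0.750 and 0.748. Within 400 kb of the DSB its mean difference from the wild type was −0.136, with a root-mean-square difference of 0.168. With total reads for scaling the ratio at the DSB was 0.710.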

In sharp contrast to the wild type, the profile for Δ*recA* cells exhibited significantly more extensive degradation and/or processing in both directions after a DSB (Fig 3A). Additionally, the asymmetry of the degradation profile was no longer apparent in cells lacking RecA (Fig 3B and 3C). 

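The mean share of reads lost within 400 kb of the DSB in Δ*recA* cells was 0.367 on the origin side and 0.355 on the terminus side. The ratio of terminus to origin loss was 0.966 (interval 0.957 to 0.973). Which arm lost slightly more depended on the control, since the ratio was 1.02 with the induced Δ*addAB* library as control.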

After 1 h, the first point of separation between the DSB-induced and control profiles was approximately the same on both sides of the DSB, yielding an upper bound of ~400 bp/s for the rate of DNA processing in both directions in *ΔrecA* cells. 

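Reads in Δ*recA* cells reached the level of the scaling region 1365 kb from the DSB on the origin side (interval 1192 to 1379) and 1399 kb on the terminus side (1360 to 1433). Over 1 h this bounds the rate at 379 bp/s toward the origin and 389 bp/s toward the terminus. On the origin side this point lies close to the edge of the region used for scaling, and with another scaling region the distances were 1683 kb and 1499 kb. From the extent of loss without RecA, the paper concludes that RecA is important in limiting DNA degradation.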

Note that we also detected more total DNA via qPCR than in our DSB processing profiles of *ΔrecA* cells, again with a progressively increasing ratio of qPCR to degradation profile values away from the DSB site (S3A and S3B Fig). These results indicate that RecA is important in limiting the extent of DSB end processing.

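The paper's reported qPCR values for Δ*recA* cells, relative to *rpoA* and each the mean of 2 repeats, are 0.481 at the cut site, 0.548 at 760 kb, 0.792 at 725 kb and 0.962 at 680 kb on the origin side. On the terminus side they are 0.520 at 820 kb, 0.576 at 860 kb and 0.814 at 950 kb. The profile of Δ*recA* cells held 0.596, 0.593, 0.594 and 0.604 of the control reads at the first 4 places, and 0.606, 0.615 and 0.644 at the others. Because the *rpoA* region itself held 0.767 of the control reads in this strain, the profile relative to *rpoA* was higher, from 0.773 at 760 kb to 0.841 at 950 kb. The qPCR value differed from that profile by −38.2% at the cut site and by 22.0% at 680 kb.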

**Fig 3:**

Effect of chi sites on AddAB is dependent on RecA. (A) Representative DSB processing profile for a DSB induced at +780 kb from the origin 1 h after I-SceI induction with (black) or without (red) RecA. Location of the DSB site is indicated with a dashed line. The wild-type profile is from Fig 1B. (B) Zoomed in profile for a DSB induced at +780 kb 1h after I-SceI induction with (black) or without (red) RecA. (C) As (B) for a DSB induced at +3042 kb. (D) Profile of a non-cleavable mutant of LexA (green) is shown. Profiles of wild type (black) and *ΔrecA* (red) are from Fig 3A. (E) Bacterial-two-hybrid assay showing RecA interaction with AddA, but not AddB. Empty vector controls are also shown. (F) Bacterial-two-hybrid assay with fragments of AddA. Amino acid positions for each fragment are indicated in parentheses. (G) DSB processing profile of a predicted RecA ATPase mutant, RecA(K83A) (green). The wild type profile (black) is from Fig 1B. (H) Profile of a predicted RecA recombination deficient mutant, RecA(N304D) (green). The wild-type profile (black) is from Fig 1E. In both cases, asynchronously growing, replicating cells were induced with 500 μM vanillate for 1h. (I) Same as panel H but for asynchronously growing, replicating cells induced with 2 μM vanillate for 1 h.

The effect of RecA on DSB resection could be indirect. RecA, when bound to single-stranded DNA, can induce auto-cleavage of the transcriptional repressor LexA, resulting in the expression of genes in the SOS regulon, many of which participate in DNA damage response and repair [44,45]. To test whether the effect of RecA on AddAB-dependent degradation around a DSB is indirectly mediated via the SOS response, we introduced a non-cleavable mutant of LexA [46] into our DSB system and measured the profile of cells after a DSB. The profile for this non-cleavable LexA mutant strain was nearly indistinguishable from the wild-type profile (Fig 3D). Thus, the effect of RecA on AddAB-dependent degradation is likely not mediated through its effect on the SOS regulon. 

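In cells with a LexA repressor that cannot be cleaved, and so cannot release the SOS genes, the ratio at the DSB was 0.715 (interval 0.709 to 0.722), a loss of 28.5% (27.8 to 29.1). The mean share of reads lost within 400 kb was 0.119 on the origin side and 0.168 on the terminus side, a ratio of 1.42 between the arms (1.38 to 1.46). The smoothed profile lay on average 0.0811 above the wild type within that distance (0.0772 to 0.0839), with a root-mean-square difference of 0.0923. Reads reached the control level 333 kb from the DSB on the origin side and 504 kb on the terminus side. With total reads for scaling the mean difference from the wild type was 0.0448. Each strain has 1 library, so an effect of LexA cannot be told apart from a difference between preparations. From the resemblance of these profiles the paper proposes that RecA does not limit AddAB through the SOS response.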

Further, the dispensability of the SOS response for AddAB regulation suggests that basal levels of RecA are sufficient to prevent excessive DNA processing at a DSB [45].

To test whether RecA directly interacts with AddAB, we used a bacterial two-hybrid assay to screen for physical interactions [47]. Each protein was fused to a subunit of adenylate cyclase and then co-expressed in *E*. *coli*. Interaction between two fusion proteins will reconstitute adenylate cyclase, leading to production of cAMP and the subsequent activation of a reporter gene that turns colonies red on MacConkey agar. In this assay, we found that RecA interacted with AddA but not with AddB (Figs 3E, S3E and S3F). We also confirmed an interaction between AddA and AddB, as expected, but not between AddA and a negative control, FtsZ. RecA or AddA also did not display interaction with empty vector controls, T18 and T25 respectively. Further, our assay indicated that RecA likely interacts with the N-terminal portion of AddA (Figs 3F, S3E and S3F), where the helicase domain of AddA resides. This is in contrast to RecA’s interaction with RecB in *E*. *coli*, which occurs via the nuclease domain of RecB [20].

RecA forms a filament on single-stranded DNA that is formed by AddAB after it interacts with *chi* and begins degrading only one strand of the DNA [2,4,5]. To test whether this filament forming activity of RecA is necessary for it to interact with and regulate AddAB, we generated a mutant, RecA(K83A), predicted to abrogate filament formation based on studies of *E*. *coli* RecA [48–50]. This mutant retained an interaction with AddA in the bacterial two-hybrid system and was expressed *in vivo* at levels comparable to the wild type protein (S3G Fig). However, the K83A mutant was incapable of regulating AddAB-mediated DNA resection as the degradation profile of the mutant looked similar to that of *ΔrecA* cells (Fig 3G). 

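The *recA(K83A)* strain, whose RecA is a predicted ATPase mutant unable to form filaments, held 0.667 of the control reads at the DSB (interval 0.661 to 0.673), a loss of 33.3%. The mean share lost within 400 kb was 0.265 on the origin side and 0.250 on the terminus side, a ratio of 0.944 between the arms. The profile lay on average 0.103 above that of Δ*recA* cells (0.0999 to 0.106), with a root-mean-square difference of 0.105, and its mean difference from the wild type was −0.0331, with a root-mean-square difference of 0.0972. Reads reached the control level 796 kb from the DSB on the origin side and 1252 kb on the terminus side. The size of the difference from Δ*recA* cells depends on the scaling (0.0418 with total reads), and the ratio between the arms was 1.04 with the Δ*addAB* library as control. From the resemblance to Δ*recA* cells the paper concludes that RecA likely has to form a filament to regulate AddAB.

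**Figure D3:**
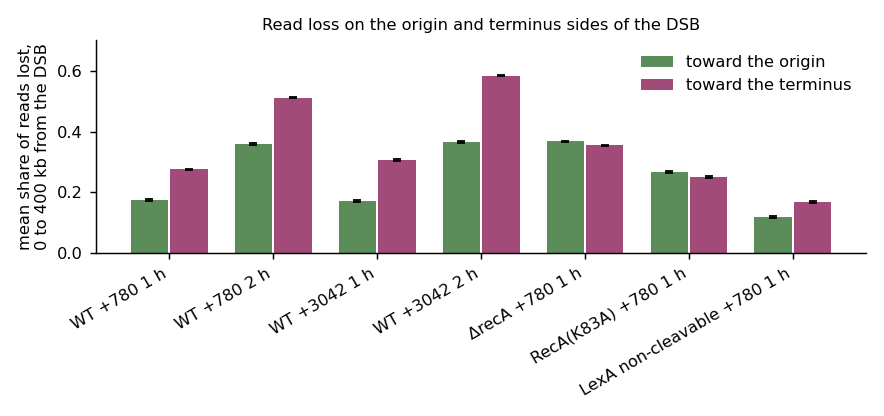
Mean share of control reads lost within 400 kb of the DSB (vertical axis) on the origin side and on the terminus side, for wild-type cells with a DSB at +780 kb or +3042 kb after 1 h or 2 h and for ΔrecA, recA(K83A) and non-cleavable lexA cells with a DSB at +780 kb after 1 h. Bars are single libraries with 95% counting intervals; at +780 kb, 1 h, the sides differ in the wild type (0.173 and 0.275) and lie close in ΔrecA cells (0.367 and 0.355).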

We conclude that RecA likely must form a filament to properly regulate AddAB and attenuate DNA degradation and processing.

To test whether recombination is required for AddAB regulation, or if RecA filament formation is sufficient to slow down AddAB after *chi* recognition, we constructed a strain producing RecA(N304D) [51], which is predicted to be recombination deficient but still capable of binding ssDNA to form a filament. This mutant was also expressed *in vivo* (S3G Fig), but sensitive to DSBs, comparable to *ΔrecA* cells (S3H Fig). In asynchronously growing, replicating cells induced with maximal levels of I-SceI (500 μM vanillate), the profile of this mutant was comparable to wild-type cells, including the same asymmetry around the DSB site (Fig 3H). In cells treated with only 2 μM vanillate (a concentration that allows for repair via homologous recombination in wild-type cells), an asymmetric global profile was still seen in the recombination-deficient mutant (Fig 3I). These results suggest that recombination is likely not required for RecA-mediated regulation of AddAB.

### AddAB-dependent DNA resection is attenuated after *chi* recognition

To further probe the effect of RecA on AddAB, we sought to assess the rates of AddAB-dependent processing *in vivo*, both before and after *chi* recognition. These rates have been measured previously *in vitro* for *B*. *subtilis* AddAB, although only in the absence of RecA [16,22,24,39]; the *B*. *subtilis* AddAB translocation rate before *chi* recognition was reported to be between 400 and 2000 bp/s, with a *chi* recognition probability of ~0.25, and a post-*chi* translocation rate only ~15% slower than the pre-*chi* rate. To estimate the *in vivo* rates and *chi* recognition probability, we ran a simulation of DNA degradation/processing with four parameters: (i) the rate of DSB formation after adding inducer, which produces a distribution of times post-induction when DSB processing begins, (ii) the degradation rate before *chi* recognition, (iii) the probability of recognizing each *chi* site, and (iv) the DNA processing rate after *chi* recognition. Rates of DSB formation were estimated via simulations (S4A and S4B Fig) and confirmed by performing qPCR on chromosomal DNA isolated from DSB-induced Δ*addAB* cells (S4C and S4D Fig). Based on previous studies [22,39], it was assumed that AddAB would recognize only one *chi* sequence and, once bound to *chi*, the complex would not be affected by further *chi* sequences encountered. With a rate of DSB formation of ~0.4 DSB / h, we first tested the parameters measured *in vitro* and found that a pre*-chi* degradation rate of 400 bp/s, a *chi* recognition probability of ~0.23, and a post-*chi* degradation rate of 340 bp/s, produced a close fit to the *in vivo* symmetric DSB processing profile of cells lacking *recA* (Fig 4A).

**Fig 4:**

AddAB-dependent DNA processing is attenuated after chi recognition. (A) Example simulation profiles obtained by scanning for parameters that match the measured *ΔrecA* profile. The translocation rates for *B*. *subtilis* AddAB *in vitro* [16,24,39] are in green (pre-*chi* AddAB degradation rate– 400 bp/s) and black (pre-*chi* AddAB degradation rate– 2000 bp/s). In all cases, the *chi* recognition probability was ~0.23 and post-*chi* AddAB speed was reduced by 15%. The average profile from simulations of 10,000 independent cells treated for 1 h is shown. The *ΔrecA* profile (red) is from Fig 3A. (B) Schematic summarizing the possible models and parameters for describing the *in vivo* profiles of wild-type cells. (C-D) Simulation profiles obtained for Model 1 (red) and 2 (blue) that best fit the *in vivo* DNA degradation profiles for a DSB induced at +780 kb for 1 h and 2 h samples respectively. Experimental profiles from Fig 1 are overlaid in black and grey. (E) Histograms showing the predicted degradation rates from simulations of Model 1 and 2, and the experimentally obtained degradation rates between fluorescent loci at -38 kb and -130 kb for a DSB induced +30 kb from the origin. Each grey dot represents the value determined from an individual cell. The mean is reported above each bar. (F) Montage of representative cells showing the loss of fluorescent foci at -38 kb (MipZ, red) and -130 kb (ParB^pMT1^, green) after a DSB was induced +30 kb from the origin. Time is indicated in the frames. Schematic of DSB site (yellow) along with the location of the -38 kb and -130 kb markers are shown and number of *chi* sites between the DSB site and these positions is indicated. (G-H) Same as panels E-F, but for fluorescent loci at -38 kb and -230 kb for a DSB induced +30 kb from the origin. (I) Percentage of cells with the loss of a MipZ focus (-38 kb from the DSB site) 1 or 2 h after break induction. (J) Percentage of cells with loss of a ParB^pMT1^ marker -130 kb or -230 kb from the DSB site in those cells where the MipZ focus has been lost.

We next considered the case of wild-type cells in which RecA attenuates AddAB-dependent degradation and combines with *chi* to produce an asymmetric degradation profile. A reasonable fit to the wild-type profile at 1 and 2 h was produced by simulations with a pre-*chi* degradation rate of 400 bp/s, a *chi* recognition probability of ~0.22, and a post-*chi* processing rate of 51 bp/s. However, these parameters did not fit the measured profile at 4 h (S5A Fig). At this later time point, the model predicted more extensive degradation than was observed. 

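The library labelled +3042 kb, 4 h, was scaled to the terminus region (2200 to 2600 kb), since its reads rose toward the origin to 1.19 of the control between 0 and 200 kb and 1.41 between 3700 and 3900 kb. Within 100 kb of +3042 kb it held 0.843 of the control reads (interval 0.841 to 0.846), while the +3042 kb library at 1 h held 0.582 and that at 2 h, when the terminus region had itself lost reads, held 0.363 by the same measure. Within 100 kb of +780 kb the 4 h library held 0.487 (0.486 to 0.489). CCNA_02893 (beta-xylosidase/alpha-L-arabinofuranosidase, 3040378 to 3042063), next to the +3042 kb site, had 1.86 times the coverage of the control relative to its flanks in the libraries of 1 h and 2 h, and 0.863 times in the 4 h library. Between 1500 and 1700 kb, far from both sites, the 4 h ratio was 0.919.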

In fact, the profile at 4 h was not substantially different than that observed at 2 h. This could indicate that cells are dead after 4 hours, although DNA degradation can likely still occur even when cells are no longer viable as judged by plating assays. Thus, the similarity between the 2 and 4 h profiles could suggest that AddAB dissociates from the DNA at long time points. We therefore added a fifth parameter to the model, the rate of AddAB dissociation and considered two possible models: Model 1 where we (i) fixed the post-*chi* processing rate to be 15% less than the pre-*chi* rate, as measured *in vitro* in the absence of RecA [16,24], and (ii) varied the rate of AddAB dissociation after *chi* recognition; Model 2 where we varied both the post-*chi* processing rate and the dissociation rate for AddAB (Fig 4B). For each model we identified parameters that produced good fits to the degradation profiles at each time point measured (Fig 4C and 4D, S5B and S5D Fig). In each case the rate of degradation pre-*chi* recognition was 400 bp/s and the probability of *chi* recognition was ~0.23. In Model 1 where the post-*chi* processing rate was 340 bp/s, the dissociation rate for AddAB was 0.102 / min. In Model 2, the post-*chi* processing rate was 96 bp/s with a dissociation rate for AddAB of 0.021 / min.

To distinguish between these models, we sought to directly measure the post-*chi* processing rate, which differs more than 3-fold between the two models, by examining the time it takes AddAB to degrade two loci positioned at specific distances from a DSB site on the arm where *chi* site density is highest. For these experiments we used a strain with a DSB site located +30 kb from the origin, which enabled us to label the endogenous *parS* locus ~38 kb from the DSB site by expressing a fusion of the protein MipZ and YFP. MipZ binds ParB, which forms a large nucleoprotein complex at *parS*; thus, MipZ-YFP forms a fluorescent focus *in vivo* that marks the cellular position of *parS* [52]. We also inserted an orthogonal *parS* site from the plasmid pMT1 either 130 or 230 kb from the break site; expressing the cognate ParB^pMT1^ fused to CFP enables the *in vivo* tracking of this locus [53]. Using time-lapse microscopy we then measured the timing of disappearance of the MipZ-YFP and ParB^pMT1^-CFP foci after inducing a DSB. We infer that the disappearance of each focus reflects the degradation of either one or both strands that correspond to a given locus, as occurs during DSB processing. Mere translocation of a protein, such as AddAB, past a locus would not lead to the permanent losses in fluorescent foci seen here; for instance, MipZ foci are well known to be maintained after the passage of the replisome [52].

The model with a post-*chi* degradation rate of 340 bp/s (Model 1 in Fig 4B) predicted an interval between loss of the two fluorescent foci of ~4 or 9 min, respectively, whereas the model with a post-*chi* degradation rate of 96 bp/s (Model 2 in Fig 4B) predicted an interval of ~15 or 30 min, respectively (Fig 4E–4J). Our measurements, using fluorescence time-lapse microscopy, revealed mean intervals of ~12 and 29 min (Fig 4E–4H), respectively, depending on whether the second locus was 130 or 230 kb from the break site. As predicted from the above results, we also found that the frequency of loss of a marker -130 kb from the break site was higher than a marker -230 kb away (Fig 4J). Thus, we favor a model in which AddAB initially drives DSB ends processing at a rate of ~400 bp/s, with an ~23% chance of recognizing each *chi* site during translocation, and that *chi* recognition in combination with RecA loading on the single-stranded DNA produced by AddAB slows subsequent processing or translocation ~4-fold, with an additional, modest rate of AddAB dissociation.

### DSB processing and degradation affects transcription of genes near a break site

Taken together, our results indicate that DSB ends are often subject to extensive degradation and processing, as the AddAB complex may not slowdown at the first *chi* site encountered or may slowdown but continue degrading one strand of the DNA. Thus, AddAB-dependent processing of DSB ends could affect the transcription of genes flanking a break site, as shown recently in yeast [54]. To test this possibility in *Caulobacter*, we performed RNA-seq on swarmer cells subjected to a single DSB. 

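RNA was sequenced from swarmer cells in 11 libraries: 2 independent repeats each of wild-type cells with a DSB at +780 kb or +3042 kb, Δ*addAB* cells with a DSB at +780 kb, and Δ*recA* cells with a DSB at +780 kb or +3042 kb, all after 1 h of vanillate, and 1 library of untreated swarmer cells as the control. The authors aligned the reads with Bowtie and deposited the coverage of each base besides tables of RPKPM per gene (reads normalized to gene length and library depth). Reads in genes ranged from 20879506 to 28176482 in the libraries of the first repeat and the control, and from 2220660 to 3565164 in those of the second repeat. Ribosomal RNA took 0.000900% to 0.00180% of these reads in the former and 7.91% to 15.2% in the latter. RPKPM were computed here from the coverage, because the headings of the Δ*addAB* and wild-type +3042 kb columns in the deposited table of the second repeat match the coverage of each other's library. Log2(RPKPM + 1) of the 4020 genes with a mean RPKPM of at least 5 was compared with limma in 1 fit over all 11 libraries, with Benjamini-Hochberg adjusted p under 0.05 as the threshold. The control strain carries neither the I-SceI gene nor its site and has 1 library, so that its spread is assumed to be that of the other groups, and the p-values measure the spread between these libraries. In depth and ribosomal RNA it is like the first repeats, so that, unless the repeat number is a block, fold changes against it carry part of the difference between the repeats (*lexA* in wild-type cells at +780 kb, 3.01, or 2.52 with the block). On data simulated with these groups and depths, but without a difference between the repeats, limma found 46 of 100 genes changed by 1 on the log2 scale and 100 of 100 changed by 2, with 6 false calls. The real libraries differ between the repeats, so this recovery does not carry over to them.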

We compared the expression levels of individual genes to untreated swarmer cells. A set of genes associated with the DNA damage response in *Caulobacter* that are found throughout the chromosome increased significantly following a DSB. In addition, we observed a clear decrease in the RNA levels of genes nearest the DSB site (Fig 5A and 5B). These transcriptional profiles correlated well with the DNA processing profiles seen after inducing a DSB. 

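The SOS gene *recA* rose after a DSB at either site, from 339 RPKPM in the control to 2500 ± 445 (SD, n = 2) with the DSB at +780 kb (log2 fold change 2.87, standard error 0.38, adjusted p = 0.046 from limma) and to 4148 ± 1696 with the DSB at +3042 kb (3.55, standard error 0.38, adjusted p = 0.017). *dnaE2*, which encodes an error-prone DNA polymerase, rose at +780 kb from 20.3 to 116 ± 2.75 RPKPM (2.46, standard error 0.34, adjusted p = 0.046), and *bapE*, which encodes an endonuclease of the SOS response, rose at +3042 kb from 14.8 to 411 ± 59.2 RPKPM (4.70, standard error 0.51, adjusted p = 0.017). A list of 32 genes for the DNA damage response was matched by gene symbol, which left 15. Of these, 2 were higher in each of these comparisons and 13 did not pass, while 9 were higher at +780 kb and 10 at +3042 kb when adjusted over the list alone. Genes with large values that did not pass at +780 kb include *imuA* (4.23) and *imuB* (3.80) of the mutagenic polymerase and the SOS repressor gene *lexA* (3.01, limma adjusted p = 0.35), which passed with the repeat number as a block (4.81, 4.10 and 2.52, adjusted p = 0.037, 0.0014 and 0.016). As a set the listed genes had a median log2 fold change of 1.30 at +780 kb (camera adjusted p = 6.9e-20, but adjusted p = 0.11 with an estimated correlation) and 1.74 at +3042 kb (6.1e-24, and adjusted p = 0.11 with an estimated correlation). Over all genes 15 passed at +780 kb, 11 higher and 4 lower, and 7 passed at +3042 kb, all higher, counts that became 89 and 112 with the repeat number as a block and ranged from 0 to 20 and from 0 to 11 without any 1 library. The largest rises at +780 kb were CCNA_02610, annotated as a glyoxalase family protein (5.29, standard error 0.43), CCNA_02396, a GST/metaxin-like protein (5.04), and CCNA_01980, a PEP phosphonomutase related enzyme beside *lexA* (4.93). The falls were the antitoxin gene *parD-1* (−3.91), its toxin gene *parE-1* (−3.31), the tellurium resistance gene CCNA_03795 (−2.75) and CCNA_00915, whose product is related to molybdenum cofactor sulfurase (−2.54). At +3042 kb the rises besides *recA* and *bapE* included the radical SAM protein CCNA_01391 (4.91), the hypothetical protein CCNA_03891 (4.51) and CCNA_02893 (5.62), at 3040378 to 3042063, whose DNA coverage was 1.86 times that of the control in the 1 h and 2 h libraries of that strain. With the repeat number as a block 7 and 9 listed genes were higher, and without any 1 library the counts ranged from 0 to 4 and from 0 to 3.

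**Figure D4:**
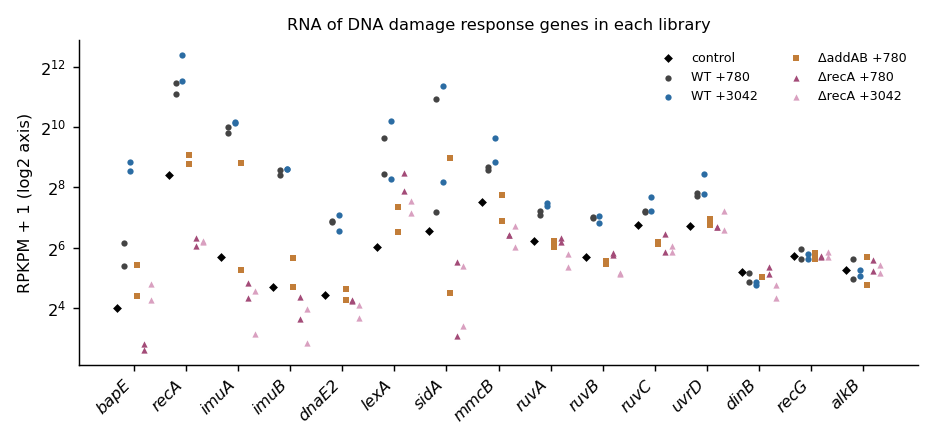
RPKPM plus 1 (vertical axis, log2 scale) of 15 genes of the DNA damage response list (horizontal axis) in 11 RNA libraries; each point is 1 library, marked by strain and DSB site. recA stands at 339 RPKPM in the control and at a mean of 2500 in wild-type cells with a DSB at +780 kb.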

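Genes near the DSB had less RNA than in the control. With the DSB at +780 kb, the 200 genes within 100 kb had a median log2 fold change of −0.56 relative to that of all genes, −0.41 in the first repeat and −0.73 in the second. The 202 genes within 100 kb of a DSB at +3042 kb stood at −0.60, with −0.38 and −0.85 in the repeats. The camera test of these genes gave adjusted p = 2.5e-15 at +780 kb and 9.9e-13 at +3042 kb, but p = 0.12 and p = 0.27 with an estimated correlation. The gene that follows the site at +780 kb, CCNA_00728, a hypothetical protein, stood at 52.5 RPKPM in the control and at 8.70 ± 5.82 (SD, n = 2), a log2 fold change of −2.61 (standard error 0.61) that did not pass (adjusted p = 0.22 from limma) but did with the repeat number as a block (−2.29, adjusted p = 0.022). The site and its resistance marker were inserted beside this gene and are absent from the control strain. An effect of the insertion on CCNA_00728 thus cannot be told apart from one of the DSB in this comparison. In the same wild-type +780 kb cells the genes around +3042 kb, where no DSB was made, had a median of 0.06 relative to all genes (camera adjusted p = 0.011, but p = 0.67 with an estimated correlation). Compared directly, wild-type cells with a DSB at +780 kb had lower RNA around +780 kb (−0.65) and higher RNA around +3042 kb (0.71) than those with a DSB at +3042 kb. In that comparison the camera test gave p = 0.031 around +780 kb and p = 0.092 around +3042 kb with an estimated correlation. All genes shifted by −0.22 at +780 kb and −0.28 at +3042 kb against the control, and the values near the DSB are given relative to that shift.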

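Across 203 bins of 20 kb, the RNA change followed the DNA ratio of the same strain with a Pearson correlation of 0.762 in wild-type cells with a DSB at +780 kb and 0.785 with a DSB at +3042 kb. The Spearman correlation was 0.448 and 0.450, lower than the Pearson correlation. In Δ*recA* cells at +780 kb the Pearson correlation was 0.776 and the Spearman correlation 0.797, while in Δ*addAB* cells they were 0.0154 and −0.0264. Gene by gene, over 4020 genes, the Pearson correlation was 0.280 for wild-type cells at +780 kb and 0.243 at +3042 kb. Neighbouring genes and bins are not independent replicates, and no p is given for these relations.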

The asymmetry observed in the DNA profiles was also observed in the transcriptional profiles, with larger decreases in transcription on the arm with fewer *chi* sequences. 

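The RNA deficit of wild-type cells beyond 100 kb was larger on the terminus side than on the origin side. Between 100 and 300 kb from a DSB at +780 kb the median log2 fold change relative to all genes was −0.14 on the origin side and −0.38 on the terminus side. Around +3042 kb it was −0.14 and −0.43 in that order. Within 100 kb the arms lay closer, at −0.48 (96 genes) and −0.63 (104 genes) for +780 kb and at −0.59 (95 genes) and −0.61 (107 genes) for +3042 kb. From 300 to 600 kb the terminus side stood at −0.15 and −0.12 for the DSB at +780 kb and +3042 kb, and the origin side at −0.02 and 0.08. The difference between the arms was not tested, and with an estimated correlation the terminus side between 100 and 300 kb gave p = 0.21 at +780 kb and p = 0.30 at +3042 kb in limma's camera.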

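In Δ*addAB* cells with a DSB at +780 kb, the 200 genes within 100 kb of the break had a median log2 fold change of 0.04 relative to all genes (0.13 and −0.01 in the repeats; camera adjusted p = 0.044, but p = 0.65 with an estimated correlation). Set directly against these cells, wild-type cells with the same DSB had lower RNA near the break, by a median of −0.63 relative to all genes (camera p = 6.7e-30, and p = 0.047 with an estimated correlation). On the terminus side this difference was −0.67 within 100 kb and −0.54 between 100 and 300 kb, and on the origin side it was −0.58 and −0.12. The genes *addA* and *addB* themselves dropped to 0.169 and 0.154 RPKPM in the deletion, from 49.1 and 44.4 in the control (log2 fold changes −5.42 and −5.30, adjusted p = 0.0046 and 0.0053 from limma), and no other gene passed in the unpaired fit, while 83 genes passed with the repeat number as a block. None of the 15 genes of the DNA damage response passed as higher in Δ*addAB* cells than in the control (0 by limma, 0 at an unadjusted p under 0.05 and 0 by voom), with *recA* at 484 ± 69.8 RPKPM (SD, n = 2). The repeats differed, with *imuA* at 448 and 37.0 RPKPM against 50.2 in the control, and *sidA* at 497 and 21.6 against 92.8. *dnaE2* stood at 23.5 and 18.2 against 20.3. A smaller response without AddAB is thus not excluded. Wild-type cells exceeded Δ*addAB* cells in 4 of the 15 listed genes, *recA* (2.36), *dnaE2* (2.43), *imuB* (3.31) and *ruvB* (1.49), the last a motor of Holliday junction migration, and 8 passed with the repeat number as a block. This direct comparison was chosen after the data were examined, and its count of listed genes ranged from 0 to 4 when 1 library was left out.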

The loss of transcription near a DSB was dependent on AddAB (Fig 5C and 5D).

**Fig 5:**

DSB processing and degradation affects transcription of genes near a break site. (A) RNA-seq profile of cells when a DSB is induced +780 kb from the origin for 1 h. Fold difference between DSB induced cells and control (swarmer cells with no DSB induction) is plotted. Each grey dot represents individual transcript levels. Dashed line indicates location of the DSB site. In all cases, average of two independent repeats is plotted. (B) As (A) for a DSB induced at +3042 kb from the origin. (C) RNA-seq profile of cells lacking AddAB when a DSB is induced at +780 kb from the origin. Fold difference between DSB induced cells and control (swarmer cells with no DSB induction) is plotted. Each grey dot represents individual transcript levels. Dashed line indicated location of the DSB site. (D) As in (C) with the DSB processing profile overlaid in red. (E) As in (A) for cells lacking RecA. (F) As in (B) for cells lacking RecA.

Because RecA associates with DNA around the break site we also conducted RNA-seq experiments in cells lacking RecA to test the effect of RecA on global and local transcriptional changes. In contrast to the wild type, the decrease in transcription around the break site in Δ*recA* cells was no longer asymmetric and was more extensive compared to *recA*^*+*^ cells (Fig 5E–5F). This result suggests that by slowing AddAB-dependent processing of DSB ends, RecA may help prevent excessive and potentially deleterious losses in transcription.

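In Δ*recA* cells with a DSB at +780 kb, genes within 100 kb of the break had a median log2 fold change of −0.31 relative to all genes, −0.30 on the origin side and −0.32 on the terminus side. Between 100 and 300 kb both sides stood at −0.30, and between 300 and 600 kb at −0.18 and −0.20. With the DSB at +3042 kb the median within 100 kb was −0.48 (−0.61 on the origin side and −0.39 on the terminus side), and between 100 and 300 kb it was −0.48 and −0.52. Against Δ*recA* cells, wild-type cells had higher RNA on the origin side between 100 and 300 kb, by 0.18 at +780 kb and 0.39 at +3042 kb, and lower RNA within 100 kb of +780 kb (−0.29). On the terminus side between 100 and 300 kb the differences were −0.09 at +780 kb and 0.14 at +3042 kb (camera p = 0.60 and 0.65 with an estimated correlation). The camera test gave p = 1.0e-08, 6.8e-14 and 1.8e-11 for the first 3 differences, which became p = 0.16, 0.24 and 0.18 with an estimated correlation. Near the DSB the camera test of Δ*recA* cells against the control gave adjusted p = 1.3e-05 at +780 kb and 1.1e-07 at +3042 kb, with p = 0.35 and p = 0.40 with an estimated correlation. All these values are relative to total reads and to all genes, so a DNA loss over much of the chromosome, as in Δ*recA* cells, can hide part of a local decrease. From the wider and more even loss of RNA, the paper proposes that RecA may help to prevent losses in transcription after a DSB.

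**Figure D5:**
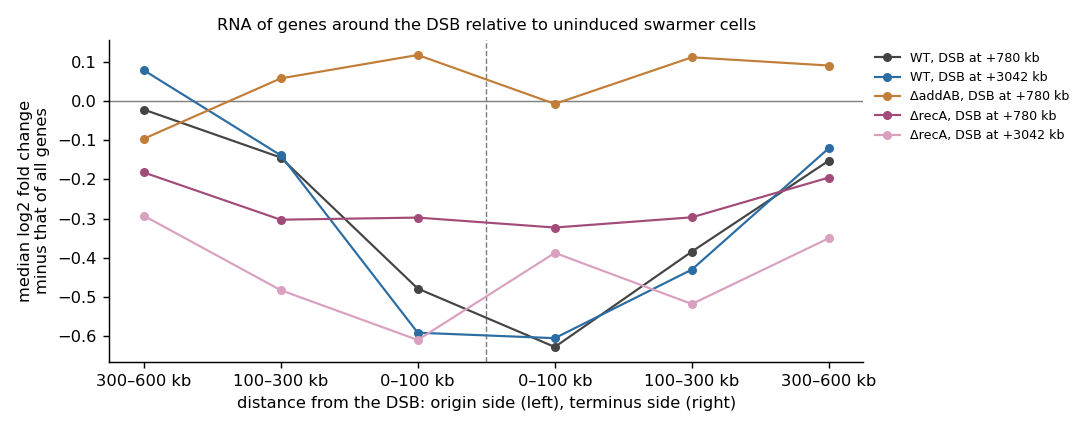
Median log2 fold change of genes minus that of all genes (vertical axis) by distance from the DSB (horizontal axis, kb, origin side to the left and terminus side to the right), for 5 combinations of strain and DSB site against the control. Points are medians over the genes of a window; between 100 and 300 kb wild-type cells at +780 kb stand at −0.14 and −0.38 on the origin and terminus sides, and ΔrecA cells at −0.30 on both.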

## Discussion

Homologous recombination in bacteria has been extensively studied *in vitro* and deep mechanistic insights into the function of various protein complexes that participate in the process have been gained using ensemble biochemistry experiments as well as single molecule and structural studies [4,6,8,14,15,17,55]. Recent advances in imaging and sequencing now provide a way to also probe and dissect these mechanisms in the context of living cells and in the context of individual DSBs. Homologous recombination is likely to be profoundly influenced *in vivo* by the structure and organization of the chromosome, and by other concomitant cellular processes such as DNA replication and transcription.

Prior efforts to examine the activities of RecBCD [25,26,31,32,56,57] and AddAB [27–29] *in vivo* have often relied on UV irradiation to create DSBs, but UV light can introduce a range of different types of lesions in the DNA and likely creates a large number of lesions simultaneously. Even in the case of limited UV doses that create only 1–2 lesions per chromosome, the location and timing of the lesions cannot be precisely determined. While the development of I-SceI-based cleavage offers an ability to precisely control the number and timing of DSBs *in vivo* [32,34,37], previous assays for monitoring DNA processing have relied on techniques such as radiolabeled nucleotide incorporation, which has limited resolution, or Southern blotting, which cannot query DNA processing on a global level [31]. Here, we developed a novel *in vivo* assay for monitoring DSB processing by the helicase-nuclease AddAB with relatively high resolution and at a genomic level.

Using this assay, we found that AddAB bidirectionally processes a DSB in an asymmetric manner, with one arm of the chromosome undergoing more degradation than the other arm. This asymmetry correlated with the asymmetric distribution of putative *chi* sequences on the leading and lagging strands, and ectopically inserting these putative *chi* sites was sufficient to significantly slow AddAB-dependent processing (Fig 2). Notably, the difference between the degradation profiles for cells with and without the *chi* sites inserted was detected within ~2–5 kb of the site of insertion (Fig 2F and 2G), demonstrating that our assay has nearly kb resolution and is thus a powerful method for probing DSB processing and repair processes.

Our mathematical modeling suggested that *chi* sites are recognized by and trigger a slowing of AddAB with a probability of 0.23. However, the insertion of an array of 15 sites did not completely stop DNA processing beyond the site of insertion, possibly because clustered *chi* sites are not recognized independently, as noted previously for *chi* recognition by RecBCD in *E*. *coli* [36]. Regardless, our results demonstrate that the putative *chi* site used in these arrays has a demonstrable effect on AddAB-dependent processing of DSBs in *Caulobacter*. Whether these putative *chi* sites are also the sites of increased recombination events as with *chi* sites in *E*. *coli* remains to be determined.

The asymmetry of AddAB-dependent degradation likely leads to an asymmetry in RecA loading, as seen in recent *E*. *coli* RecA ChIP-Seq studies [36]. The loading of RecA onto single-stranded regions of processed DNA ends triggers a significant decrease in AddAB resection or degradation rates as cells lacking *recA* showed more extensive DNA degradation and processing with no obvious asymmetry (Fig 3). These results are consistent with previous work showing that RecA is required to prevent excessive, or 'reckless', DNA degradation by RecBCD in *E*. *coli* [25,26,31,56,58,59], suggesting a conserved mechanism for the regulation of DSB resection in bacteria. Our bacterial two-hybrid results suggest that RecA may regulate AddA through a direct interaction, with AddA probably recruiting RecA to a DSB, as RecBCD does in *E*. *coli* [20,21]. The regulation of AddAB activity likely depends on formation of a RecA filament on ssDNA produced by AddAB, but does not require the SOS response and an increase in RecA levels, nor does it appear to require RecA recombinase activity (Fig 3).

Collectively, our results favor a model in which AddAB activity is effectively self-limiting. In this model, AddAB generates ssDNA upon *chi* recognition, on which RecA can form a filament. AddA may recruit RecA to these regions of ssDNA or somehow promote RecA filament formation, and the subsequent RecA-triggered slowdown in AddAB translocation or nuclease activity [60] limits further resection. This model couples two key events of homologous recombination. The production of RecA-bound DNA, which is competent for homology search, slows or limits additional DSB end processing, enabling homologous recombination to proceed, without any additional impact on the chromosome. The pattern of our wild-type degradation profile (Fig 2B and 2C) suggests that there is active degradation of DNA around a DSB even before *chi* recognition. Our experiments further support the idea that ssDNA is generated after *chi* recognition as the amount of ssDNA we detect via qPCR increased further from the DSB site and as more putative *chi* sites were encountered by AddAB (S3 Fig).

The notion that RecA may directly or indirectly regulate DNA resection by RecBCD in *E*. *coli* has also been suggested previously [25,26,56,58], but precisely how this occurs has been unclear. There are two general models, both of which would lead to "reckless" DNA degradation in the absence of RecA. In one model, as suggested for RecBCD in *E*. *coli* [61–66], RecA loaded onto the ssDNA initially produced by AddAB prevents the reloading of any AddAB or any other exonuclease. In an alternative model, RecA filaments or bundles [48,67] physically limit or slow translocation or DNA resection by AddAB after it recognizes a *chi* site. These models are not mutually exclusive and it is possible that a combination of both occur in the cell. Using a mathematical model to fit our experimentally determined degradation profiles we found two sets of parameters that fit the degradation profiles of wild-type cells. In one, AddAB slowed down only slightly after *chi* recognition, favoring a model in which RecA primarily blocks reassociation of AddAB that has dissociated from the DNA. In the other model, AddAB slowed down more significantly after *chi* recognition, favoring a model in which RecA primarily attenuates AddAB-dependent DNA processing. Direct assessments of the degradation rates *in vivo* using single-cell fluorescence microscopy (Fig 4E–4H) support the latter model in which degradation slows ~4-fold after *chi* recognition, leading us to favor a model in which RecA primarily regulates AddAB translocation. While AddAB may also be influenced by later steps of homologous recombination and repair that were not captured in our experimental set-up, our data indicated that recombination *per se* is not essential for an asymmetric degradation profile in the presence of RecA (Fig 3H and 3I). Whatever the case, limiting AddAB mediated DNA resection is likely important to prevent the excessive loss of DNA if the later steps of homologous recombination are delayed.

As already noted, we also estimated degradation rates in individual cells by tracking the interval of time between loss of fluorescent markers at two different loci near a DSB (Fig 4E–4H). These measurements supported a model in which *chi* recognition by AddAB and the subsequent loading of RecA onto ssDNA slows AddAB-dependent degradation to ~100 bp/s on average. Notably however, the degradation rates measured in individual cells showed much greater variability than was captured in our model (Fig 4). This variability could reflect noise in our measurements of degradation in single cells. Alternatively, it could reflect inherent stochasticity in the degradation rate, or another step of DSB processing, such as the recognition of *chi* sites. Such variability may also partly explain why the degradation profiles show a gradual rather than step-like increase outward from the site of a DSB, although this effect may also arise from variability in when a DSB occurs in individual cells expressing I-SceI.

In sum, our study helps to reveal how AddAB, *chi* sites, and RecA combine to facilitate homologous recombination and maintain genome integrity. In particular, our results highlight an important additional role for RecA. In addition to promoting the pairing of homologous chromosomes, RecA helps to limit DNA resection by AddAB, which, in turn, limits the loss of genetic material and potentially deleterious decreases in gene expression (Fig 5). Given the highly conserved nature of homologous recombination, we speculate that RecA homologs, Rad51 proteins, in eukaryotes may play a similar role.

## Materials and methods

Strains and plasmids used are listed in S1 Table and strain construction details are provided in the supporting information document (S1 Text). Cultures of *Caulobacter* were grown at 30^°^C in PYE and supplemented with antibiotics, as necessary, at appropriate concentrations. For induction of P_*lac*_*-dnaA*, IPTG was added to a final concentration of 0.5 mM. For induction of a DSB, cells were supplemented with 500 μM vanillate unless otherwise indicated. For DSB induction in non-replicating *Caulobacter*, cells were depleted of DnaA for 1.5 h before Percoll density gradient centrifugation to isolate the G1 arrested cells. Swarmer cells were then shifted to conditions (without IPTG) where DnaA is not expressed, and DSBs were induced for indicated times by the addition of 500 μM vanillate. Note that the I-SceI construct used harbors an *ssrA* tag at the C-terminus which likely renders it unstable [68]; this allows the assessment of CFUs at various time points after induction (see S1H Fig) by preventing the accumulation of I-SceI if cells are washed and plated on non-inducing conditions. The wild-type *ssrA* tag is recognized by the ClpXP protease, which then degrades the I-SceI enzyme.

### Bacterial two-hybrid system

Bacterial two hybrid experiments were performed as described in [69]. Briefly, genes of interest were fused to the 5’ or 3’ end of the T18 or T25 fragments in the pUT or pKT vectors [47]. The fusion plasmids were co-transformed into *E*. *coli* BTH101. Co-transformants were grown until saturation in M63 media with maltose, IPTG and appropriate antibiotics and 5 μL of culture was spotted on MacConkey agar (40 g/L) plates with maltose, IPTG and appropriate antibiotics. Plates were incubated at 30^°^C for 2–3 days.

### Western blotting

Cells were pelleted and then resuspended in 1xSDS sample buffer and heated to 95°C for 5 min. Equal amounts of total protein were run on 10% Tris-HCl gels (Bio-Rad) at 150V for separation. Resolved proteins were transferred to polyvinylidene fluoride membranes and probed with 1:5000 dilution of primary antibodies against RecA (Sigma) and secondary horseradish-peroxidase-conjugated antibody (1:5000). Blots were visualized using a FluorChem M imager (ProteinSimple).

### Genomic DNA isolation

*Caulobacter* cells were depleted of DnaA for 1.5 h and G1-arrested cells were then isolated by Percoll density gradient centrifugation. Swarmer cells were then released into DnaA depleting conditions (without IPTG) and DSBs were induced for 1 h by the addition of 500 μM vanillate. Cells were pelleted and genomic DNA was isolated using the DNeasy Blood and Tissue kit from Qiagen. For Mung bean treatment, isolated genomic DNA was incubated at 30°C for 15 min with Mung bean nuclease [70] (NEB) and the DNA was purified with a phenol-chloroform extraction. DNA was sent for whole-genome Illumina sequencing (BioMicroCenter, MIT).

### RNA isolation

*Caulobacter* cells were depleted of DnaA for 1.5 h and G1-arrested cells were then isolated by Percoll density gradient centrifugation. Swarmer cells were then released into DnaA depleting conditions (without IPTG) and DSBs were induced for 1 h by the addition of 500 μM vanillate. Cells were pelleted and frozen in liquid nitrogen for RNA extraction. Cells (in pellets) were lysed by treatment with 400 μL of 65^°^C-preheated Trizol (Thermoscientific) for 10 min on a thermomixer at 200 rpm. They were frozen at -80^°^C for 30 min and then centrifuged at 4^°^C at maximum speed for 5 min. Supernatant was aspirated and added directly to 400 μL of 100% ethanol. The mixture was applied to an RNA-extraction spin column (Zymo Research). The column was then spun at 10000 rpm for 30 s and the spin column was washed with 400 μL of RNA Prewash solution twice and finally with 700 μL of RNA Wash buffer. Residual RNA Wash buffer was removed by an additional centrifugation step. RNA was eluted out with 90 μL of DEPC-treated water. DNase I treatment was carried out to remove any genomic DNA and the RNA was purified using acidic phenol-chloroform extraction. The integrity of the RNA was checked via agarose gel and submitted for Illumina sequencing (BioMicroCenter, MIT).

### DNA sequencing analysis

For analysis of DNA sequencing data, Hiseq 2500 Illumina short reads (40 bp) were mapped to the *Caulobacter* NA1000 reference genome (4.01 Mbp) (NCBI Reference Sequence: NC*-*011916.1) using Bowtie 1 [71] using the following command:

bowtie -m 1 -n 1 --best --strata -p 4 --chunkmbs 512 NA1000*-*2014*-*bowtie --sam *.fastq

The *Caulobacter* NA1000 genome was divided into 4000 bins and mapped Illumina reads were allocated to their corresponding bins to quantify the number of reads in each genomic bin. For samples where the DSB was introduced at 780 kb, datasets were normalized so that the experimental and the control dataset have the same number of Illumina reads between genomic position 2800 kb and 3400 kb. This genomic region was chosen since it is far from the DSB and was not affected by AddAB-induced DNA degradation. For samples where DSB was introduced at 3042 kb, datasets were normalized to have the same number of Illumina reads between genomic position 600 kb and 1200 kb instead. The enrichment between experimental datasets (DSBs were induced) and control dataset (no DSBs) is represented as the ratio of read counts in each bin between the experiment and the control, smoothed using the Lowess function in R with the smoothing bandwidth set to 0.01, and plotted against the genomic positions.

### RNA-seq

For analysis of RNA-seq data, Hiseq 2500 Illumina short reads (40 bp) were mapped back to the *Caulobacter* NA1000 reference genome (NCBI Reference Sequence: NC*-*011916.1) using Bowtie 1 using the following command:

bowtie -m 1 -n 1 --best --strata -p 4 --chunkmbs 512 NA1000*-*2014*-*bowtie --sam *.fastq

The sequencing coverage was computed using BEDTools [72]. The general feature format (gff) file for *Caulobacter* NA1000 was downloaded from NCBI (ftp://ftp.ncbi.nih.gov/genomes/archive/old_genbank/Bacteria/Caulobacter_crescentus_NA1000_uid32027/). The normalized value of reads per kb per million mapped reads (RPKPM) was calculated for each gene by a custom R script to enable comparison of gene expression within and between RNA-seq datasets. The enrichment between experimental datasets (DSBs were induced) and control dataset (no DSBs) is represented as the ratio of RPKPM of each gene between the experiment and the control and plotted against the genomic positions.

### qPCR to estimate rates for DSB formation and total DNA around DSB sites

To estimate rates of DSB formation, qPCR was performed using one set of probes across the DSB site on chromosomal DNA isolated from swarmer or asynchronous Δ*addAB* cells treated with 2 or 500 μM vanillate to induce a DSB +780 kb from the origin. This was normalized to qPCR using probes across a control region (*rpoA*: +1,444 kb) where no DSB is induced. As a control, qPCR across the DSB site was performed on chromosomal DNA isolated from swarmer or asynchronous cells with no DSB induction. Samples were taken 0, 5, 10, 15, 30, 60, 120 and 240 min after DSB induction. The rate of DSB induction was estimated by calculating the slope of the curve (excluding the 240 min time point). To measure total DNA at a DSB and at flanking loci, we performed qPCR using primer pairs as indicated in Fig 1G. The qPCR value measured for each locus following DSB induction was normalized to the distal, control locus, *rpoA*. These normalized values were then divided by similarly normalized values, but from cells in which a DSB was not induced. The resulting ratios (+DSB / -DSB) for each locus were are reported in Fig 1G. The calculations of all qPCR values was done by first generating a standard curve for each oligo pair, with 3-fold dilutions of genomic DNA (and three technical repeats). The average of the 3 technical repeats was then used to calculate the slope and intercept of the curve. The oligo pair was then used for the qPCR measurement described above, using genomic DNA extracted from the following experimental samples: -DSB, +DSB (wild type) and +DSB (Δ*recA*) (3 technical repeats for each, with results averaged). The C_t_ values were converted to amounts using the following formula: 2^((average ct value for sample - intercept)/slope).

### Microscopy assay to estimate rates of degradation between two loci

Fluorescence microscopy was performed on the Zeiss observer Z1 microscope with the LED-Collibri illumination system, 100x oil-immersion objective, Zeiss Temp module to maintain temperature at 30^°^C and a definite focus system for automatic maintenance of focus. Images were acquired via the metamorph imaging system and data analyzed on ImageJ. Swarmer cells were isolated as described above and then grown on PYE + 1.5% low-melting agarose pads with xylose and vanillate and imaged in a glass-bottomed petri dish. Images were acquired every 4 min for ML2402 and every 8 min for ML2401. Rate of degradation was calculated as the number of frames it took to go from the loss of the MipZ marker until the loss of the ParB^pMT1^ marker. Scale bars in figure = 1 μm.

### Data availability

Sequencing data are available in GEO, GSE86913.

## Supporting information

S1 Fig A deep sequencing-based assay for measuring DNA processing after a double-strand break. (A) Flow cytometry profiles of swarmer cells before and after treatment with 500 μM vanillate for 1 h. (B) Representative DSB processing profiles for DSBs induced at +780 kb for 0.5 h (grey) or 1 h (black). 1 h profile is overlaid from Fig 1B. (C) Representative profile for a DSB induced at +780 kb for 1 h. Normalized data is shown in grey, with a Lowess smoothed curve overlaid in black. Location of the DSB site is indicated with a dashed line. (D) As in (C) for a DSB induced at +3042 kb. (E) Comparison of biological replicates when a DSB is induced at +780 kb or +3042 kb. ±300 kb around the break site is compared. (F) Representative processing profile for DSB induced at +780 kb when genomic DNA is treated with Mung Bean nuclease prior to deep sequencing (red). As a control, the profile resulting from genomic DNA not treated with the nuclease prior to sequencing is shown in black (from Fig 1B). (G) Flow cytometry profiles of replicating cells before and after treatment with 2 μM or 500 μM vanillate for 1 h. (H) Fold change in Colony Forming Units (CFU) upon DSB induction at +780 kb in swarmer cells. Samples were plated prior to DSB induction (0) and 10, 20, 40, 60 and 120 min after the addition of vanillate. Error bars represent standard deviation between two independent repeats.
(TIF)

S2 Fig DNA degradation around a double-strand break is asymmetric due to *chi* sites. (A-B) Genome-wide profiles from Fig 2B and 2C are shown. Positions of *chi* sequences on the leading strand (A) or lagging strand (B) with respect to a DSB site at +780 kb are overlaid on the profile. (C-D) Positions of *chi* sequences on the leading strand (C) or lagging strand (D) with respect to a DSB site at +3042 kb are overlaid on the DSB processing profile. (E-F) Genome-wide profiles from Fig 2E and 2F are shown. A repeat of 15 *chi* sequences (*chi*^*for*^) was inserted +30 kb (E) or +100 kb (F) from the DSB site at +780 kb and the profile is shown in green. As a control, the *chi* orientation is flipped (*chi*^*rev*^) at the same location and the profile is shown in orange. Degradation profile of a DSB induced at +780 kb is shown from Fig 1B (black).
(TIF)

S3 Fig Effect of *chi* sites on AddAB is dependent on RecA. (A-B) qPCR was performed using the primer pairs at the genomic positions indicated in Δ*recA* cells. The location of putative *chi* sites on the top and bottom strands are indicated with red and blue, respectively, tick marks (also see Fig 2A). Samples were collected before (0 min) and 60 min after DSB induction. qPCR at a distal, unprocessed control site (*rpoA*: +1,444 kb) was also performed. qPCR values at each locus normalized to *rpoA* are plotted for two independent repeats (a and b). DSB processing profile values for the same loci are also shown. (C) Representative DSB processing profile of *ΔrecA* swarmer cells when a DSB is induced at +780 kb for 1 h. Normalized data are shown in pink, with a Lowess smoothed curve overlaid in red. Location of the DSB site is indicated with a dashed line. Profile of wild type swarmer cells from S1A Fig is also shown. (D) As in panel A, but for a DSB induced at +3042 kb. (E, F) Bacterial-two-hybrid assay on a single plate, showing all interactions along with controls. (G) Bacterial-two-hybrid assay and Western blot showing that RecA(K83A) used in Fig 3D is not deficient in interaction with AddA or expression inside the cell. Western blot for RecA(N304D) is also shown. (H) RecA(N304D) is sensitive to low levels of DSB induction (2 μM vanillate), comparable to *ΔrecA* cells. Each spot is a 10-fold dilution.
(TIF)

S4 Fig Estimation of rates of DSB formation. (A) Histogram showing distribution of number of DSB events per cell in 100 s intervals expected over time (from experimental results) from the time of I-SceI induction to DSB onset. Dashed line indicates the value 1 h after DSB induction (B) Graph showing fraction of cells expected to have DSB over time from the time of I-SceI induction to DSB onset. Dashed line indicates the value 1 h after DSB induction. See supporting information for details. (C) Rates of DSB formation were estimated with qPCR using probes across the DSB site in synchronous (swarmer) and asynchronous populations of cells treated with 2 and 500 μM vanillate. Samples were collected before (0 min) and 5, 10, 15, 30, 60, 120 and 240 min after DSB induction. Results were normalized to qPCR across a control site (*rpoA*). Error bars represent SD between two biological replicates. (D) Rates of DSB formation were calculated from panel C.
(TIF)

S5 Fig AddAB-dependent DNA resection is attenuated after *chi* recognition. (A) Simulation profiles obtained for a model where post-*chi* AddAB degradation rates are estimated. Pre-*chi* AddAB degradation rate is 400 bp/s and *chi* recognition probability is found to be ~0.22. DSB is induced at +3042 kb for 1, 2 or 4 h. Experimental profiles are overlaid in black, grey and brown respectively. Simulation profiles are in green (B-C) Simulation profiles obtained for Model 1 (red) and 2 (blue) that best fit the *in vivo* DNA processing profiles for a DSB induced at +3042 kb for 1 h and 2 h samples respectively. Experimental profiles from Fig 1 are overlaid in black and grey. (D) Profile for a DSB induced at +3042 kb for 4 h is shown in brown. Simulation profiles (for the 4h time point) predicted for Model 1 (red) and Model 2 (blue) are overlaid.
(TIF)

S6 Fig Root-mean-squared deviation (RMSD) fits for simulated models. (A) Graph showing RMS deviation for *chi* recognition probability (p_*chi*_) for models considered to best fit the *in vivo* wild-type DSB processing profiles. In all cases, dashed red lines represent the best fits and 95% confidence intervals. (B) Graph showing RMS deviation as a function of post-*chi* AddAB degradation rate (k_slow_) for Model 2. Post-*chi* AddAB degradation rate (k_slow_) for Model 1 is fixed at 340 bp/s. (C-D) Graphs showing RMS deviations as a function of post-*chi* AddAB dissociation rate (k_off_) for Models 1 and 2.
(TIF)

S1 Table Strains, plasmids and primers used in this study.

S2 Table qPCR data and locations of *chi* sites near DSB site introduced at +780 kb.

S1 Text Supporting methods and results.

# Supplementary material for: Global analysis of double-strand break processing reveals in vivo properties of the helicase-nuclease complex AddAB
**Source:** PLoS Genet. 2017 May 10;13(5):e1006783. doi: 10.1371/journal.pgen.1006783
**Supplement:** S1 Table

S1 Table: Strains, plasmids and primers used in this study

Strain	Genotype	Source	Description
ML2464	$P_{lacI-lacI}$ (<i>hfaA</i> locus); $P_{lac-dnaA}$ (<i>dnaA</i> locus); I-SceI site (after CCNA_00727):: <i>tet</i> ^R ; <i>parS</i> ^{PMT1} site (after CCNA_00747):: <i>spec</i> ^R ; $P_{van-I-SceI::chlor}$ ^R ;	[1]	Used to introduce DSB +780 kb from the origin
ML2465	$P_{lacI-lacI}$ (<i>hfaA</i> locus); $P_{lac-dnaA}$ (<i>dnaA</i> locus); I-SceI site (after CCNA_03821):: <i>tet</i> ^R ; <i>parS</i> ^{PMT1} site (after CCNA_03776):: <i>spec</i> ^R ; $P_{van-I-SceI::chlor}$ ^R ;	This study	Used to introduce DSB +3042 kb from the origin
ML2466	$P_{lacI-lacI}$ (<i>hfaA</i> locus); $P_{lac-dnaA}$ (<i>dnaA</i> locus); I-SceI site (after CCNA_00727):: <i>tet</i> ^R ; <i>parS</i> ^{PMT1} site (after CCNA_00747):: <i>spec</i> ^R ; $P_{van-I-SceI::chlor}$ ^R ; $\Delta addAB::gent$ ^R	This study	Strain with cut site at +780 kb, lacking <i>addAB</i> . Figure 1D.
ML2467	$P_{lacI-lacI}$ (<i>hfaA</i> locus); $P_{lac-dnaA}$ (<i>dnaA</i> locus); I-SceI site (after CCNA_00727):: <i>tet</i> ^R ; <i>parS</i> ^{PMT1} site (after CCNA_00747):: <i>spec</i> ^R ; $P_{van-I-SceI::chlor}$ ^R ; <i>chi</i> ^{For} (after CCNA_00774):: <i>gent</i> ^R	This study	Strain with cut site at +780 kb, with <i>chi</i> insertion. Figures 2, S2.
ML2468	$P_{lacI-lacI}$ (<i>hfaA</i> locus); $P_{lac-dnaA}$ (<i>dnaA</i> locus); I-SceI site (after CCNA_00727):: <i>tet</i> ^R ; <i>parS</i> ^{PMT1} site (after CCNA_00747):: <i>spec</i> ^R ; $P_{van-I-SceI::chlor}$ ^R ; <i>chi</i> ^{Rev} (after CCNA_00774):: <i>gent</i> ^R	This study	Strain with cut site at +780 kb, with <i>chi</i> insertion. Figures 2, S2.
ML2469	$P_{lacI-lacI}$ (<i>hfaA</i> locus); $P_{lac-dnaA}$ (<i>dnaA</i> locus); I-SceI site (after CCNA_00727):: <i>tet</i> ^R ; <i>parS</i> ^{PMT1} site (after CCNA_00747):: <i>spec</i> ^R ; $P_{van-I-SceI::chlor}$ ^R ; <i>chi</i> ^{For} (after CCNA_00836):: <i>gent</i> ^R	This study	Strain with cut site at +780 kb, with <i>chi</i> insertion. Figures 2, S2.
ML2470	$P_{lacI-lacI}$ (<i>hfaA</i> locus); $P_{lac-dnaA}$ (<i>dnaA</i> locus); I-SceI site (after CCNA_00727):: <i>tet</i> ^R ; <i>parS</i> ^{PMT1} site (after CCNA_00747):: <i>spec</i> ^R ; $P_{van-I-SceI::chlor}$ ^R ; <i>chi</i> ^{Rev} (after CCNA_00836):: <i>gent</i> ^R	This study	Strain with cut site at +780 kb, with <i>chi</i> insertion.

			Figures 2, S2.
ML2471	<i>P_{lacI}-lacI</i> (<i>hfaA</i> locus); <i>P_{lac}-dnaA</i> (<i>dnaA</i> locus); I-SceI site (after CCNA_00727):: <i>tet^R</i> ; <i>parS^{pMT1}</i> site (after CCNA_00747):: <i>spec^R</i> ; <i>P_{van}-I-SceI::chlor^R</i> ; Δ <i>recA::gent^R</i>	This study	Strain with cut site at +780 kb, lacking <i>recA</i> .
ML2000	<i>P_{lacI}-lacI</i> (<i>hfaA</i> locus); <i>P_{lac}-dnaA</i> (<i>dnaA</i> locus)	[2]	Strain for <i>dnaA</i> depletion.
ML2425	<i>P_{lacI}-lacI</i> (<i>hfaA</i> locus); <i>P_{lac}-dnaA</i> (<i>dnaA</i> locus); I-SceI site (after CCNA_03821):: <i>tet^R</i> ; <i>parS^{pMT1}</i> site (after CCNA_03776):: <i>spec^R</i> ; <i>P_{van}-I-SceI::chlor^R</i> ; Δ <i>recA::gent^R</i>	This study	Strain with cut site at +3042 kb, lacking <i>recA</i> .
ML2447	<i>P_{lacI}-lacI</i> (<i>hfaA</i> locus); <i>P_{lac}-dnaA</i> (<i>dnaA</i> locus); I-SceI site (after CCNA_00727):: <i>tet^R</i> ; <i>parS^{pMT1}</i> site (after CCNA_00747):: <i>spec^R</i> ; <i>P_{van}-I-SceI::chlor^R</i> ; Δ <i>recA::gent^R</i> ; <i>P_{recA-recA(K83A)}</i> (<i>xyl</i> locus):: <i>kan^R</i>	This study	Strain with cut site at +780 kb, lacking <i>recA</i> , expressing <i>recA(K83A)</i> . Figure 3, S3.
ML2644	<i>P_{lacI}-lacI</i> (<i>hfaA</i> locus); <i>P_{lac}-dnaA</i> (<i>dnaA</i> locus); I-SceI site (after CCNA_00727):: <i>tet^R</i> ; <i>parS^{pMT1}</i> site (after CCNA_00747):: <i>spec^R</i> ; <i>P_{van}-I-SceI::chlor^R</i> ; <i>lexA*::kan^R</i>	This study	Strain with cut site at +780 kb, expressing a non-cleavable mutant of <i>lexA</i> . Figure 3.
ML2401	<i>P_{lacI}-lacI</i> (<i>hfaA</i> locus); <i>P_{lac}-dnaA</i> (<i>dnaA</i> locus); I-SceI site (after CCNA_00029):: <i>tet^R</i> ; <i>P_{van}-I-SceI::chlor^R</i> ; <i>mipZ-YFP::kan^R</i> ; <i>parS^{pMT1}</i> site (after CCNA_03678):: <i>spec^R</i> ; <i>P_{xyl}-CFP-parB^{pMT1}::gent^R</i>	[1]	Strain with cut site at +30 kb, with markers to visualize the origin and a chromosomal locus -130kb from the break site. Figure 4.
ML2402	<i>P_{lacI}-lacI</i> (<i>hfaA</i> locus); <i>P_{lac}-dnaA</i> (<i>dnaA</i> locus); I-SceI site (after CCNA_00029):: <i>tet^R</i> ; <i>P_{van}-I-SceI::chlor^R</i> ; <i>mipZ-CFP::gent^R</i> ; <i>parS^{pMT1}</i> after CCNA_03776):: <i>spec^R</i> ; <i>P_{xyl}-YFP-parB^{pMT1},mCherry-parB^{P1}::kan^R</i>	[1]	Strain with cut site at +30 kb, with markers to visualize the origin and a

			chromosomal locus -230kb from the break site. Figure 4.

Plasmids:

Plasmid	Background	Description	Source
pNPTS138	DH5α	Integration vector (<i>kan^R</i>) with <i>sacB</i> counterselection	[3]
pMT675	DH5α	Vector for integration at P _{van} (<i>chlor^R</i>)	[4]
pMT664	DH5α	Vector for integration of CFP to the c terminus of genes at native locus (<i>kan^R</i>)	[4]
pMT697	DH5α	Vector for integration at P _{xyl} (<i>kan^R</i>)	[4]
pMT635	DH5α	Vector for integration at site of interest (<i>gent^R</i>)	[4]
ML2430	DH5α	pMT675-based plasmid for integration of <i>I-SceI-ssrA</i> at P _{van}	[1]
ML2438	DH5α	pNPTS138-based plasmid for insertion of I-SceI site after CCNA_00727	[1]
ML2439	DH5α	pNPTS138-based plasmid replacement of <i>addAB</i> with <i>gent^R</i>	[1]
ML2461	DH5α	pMT635-based plasmid for integration of <i>gent^R</i> near <i>ΔrecA</i> (after CCNA_01139)	[1]
ML2647	DH5α	pNPTS138-based plasmid for insertion of I-SceI site after CCNA_03821	This study

ML2648	DH5α	pMT697-based plasmid for integration of P_{recA} - <i>recA</i> at the <i>xyI</i> locus	This study
ML2649	DH5α	pMT697-based plasmid for integration of P_{recA} - <i>recA</i> (K83A) at the <i>xyI</i> locus	This study
ML2650	DH5α	pMT635-based plasmid for integration of <i>chi</i> ^{For} after CCNA_00774	This study
ML2651	DH5α	pMT635-based plasmid for integration of <i>chi</i> ^{Rev} after CCNA_00774	This study
ML2652	DH5α	pMT635-based plasmid for integration of <i>chi</i> ^{For} after CCNA_00836	This study
ML2653	DH5α	pMT635-based plasmid for integration of <i>chi</i> ^{Rev} after CCNA_00836	This study
ML2654	DH5α	pKT25-based plasmid expressing <i>recA</i> for bacterial-two-hybrid assay	This study
ML2655	DH5α	pKT25-based plasmid expressing <i>recA</i> ^{KA} for bacterial-two-hybrid assay	This study
ML2656	DH5α	pUT18C-based plasmid expressing <i>addA</i> for bacterial-two-hybrid assay	This study
ML2657	DH5α	pKT25-based plasmid expressing <i>addB</i> for bacterial-two-hybrid assay	This study
ML2658	DH5α	pUT18C-based plasmid expressing <i>addB</i> for bacterial-two-hybrid assay	This study
ML2659	DH5α	pUT18C-based plasmid expressing <i>recA</i> for bacterial-two-hybrid assay	This study

ML2660	DH5α	pKT25-based plasmid expressing <i>addA</i> for bacterial-two-hybrid assay	This study
ML2661	DH5α	pUT18C-based plasmid expressing <i>ftsZ</i> for bacterial-two-hybrid assay	[5]

Primers:

Details of oligos used have been provided in the supporting information.

Description	Sequence
I-SceI_forward	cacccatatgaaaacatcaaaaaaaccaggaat
I-SceI_reverse	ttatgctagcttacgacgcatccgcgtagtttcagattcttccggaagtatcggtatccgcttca<br>ggaaagtttcggaggag
tet_forward	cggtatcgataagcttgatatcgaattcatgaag
tet_reverse	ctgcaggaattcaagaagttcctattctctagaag
Isce1_ccna03821_u<br>p_forward	ttatgaattctcgcgacgagacctggac
Isce1_ccna003821_<br>up_reverse	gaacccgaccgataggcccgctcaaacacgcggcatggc
Isce1_ccna03821_d<br>own_forward	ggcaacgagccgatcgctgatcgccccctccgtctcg
Isce1_ccna03821_d<br>own_reverse	ttatgctagcggccgacaggtgaaggcgt
P- <i>recA</i> <i>recA</i> _forward	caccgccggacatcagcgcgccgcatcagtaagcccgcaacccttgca
P- <i>recA</i> <i>recA</i> _reverse	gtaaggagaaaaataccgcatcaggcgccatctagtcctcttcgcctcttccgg

RecA ^{KA} _up	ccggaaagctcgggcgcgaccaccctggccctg
RecA ^{KA} _down	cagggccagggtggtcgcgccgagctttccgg
chi_forward	cttcagacttgccggccaggc
chi_reverse	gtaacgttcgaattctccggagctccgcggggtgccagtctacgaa
ccna_00774_forward	ttatcatatggccatgcccgcgacgcttc
ccna_00774_reverse	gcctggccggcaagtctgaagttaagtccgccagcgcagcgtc
ccna_00836_forward	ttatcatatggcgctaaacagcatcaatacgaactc
ccna_00836_reverse	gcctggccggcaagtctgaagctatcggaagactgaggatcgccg
B2h_recA_forward	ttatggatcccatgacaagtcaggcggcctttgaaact
B2h_recA_reverse	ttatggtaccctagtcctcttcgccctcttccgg
B2h_addA_forward	ttatggatcccatgcacgacccccagcgc
B2h_addA_reverse	ttatggtacctaagccagccgcgccaga
B2h_addB_forward	ttatggatcccatgagcgggtccgcgcc
B2h_addB_reverse	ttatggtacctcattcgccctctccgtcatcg
rpoA forward	acatcgtctacatcggcgac
rpoA reverse	ggcgagcacttccttgatct
780kb forward	cctggaattccggctcag
780kb reverse	acgttgaaggaccgagaaaag

760kb forward	ccaagaacctctccgacaat
760kb reverse	ccggtagccatgtttgtatct
725kb forward	cttccggatcggctagaac
725kb reverse	cggaactcaggctctaaagat
680kb forward	tcgccaaggctcagaatatc
680kb reverse	acaacacattggaagggtagaa
820kb forward	cgatcttcgcatccactatg
820kb reverse	cgcttcgttgctgggatta
860kb forward	tgatcctcaagaccatcaagc
860kb reverse	attgtgaggcgctccttag
950kb forward	cgatcctgcgacgcttt
950kb reverse	tcgatcagcgtatcgatgttg

# Supplementary material for: Global analysis of double-strand break processing reveals in vivo properties of the helicase-nuclease complex AddAB
**Source:** PLoS Genet. 2017 May 10;13(5):e1006783. doi: 10.1371/journal.pgen.1006783
**Supplement:** S1 Text

Supporting Methods

Strain construction

Transductions were performed using Φ CR30 [6]. Chromosomal integrations and deletions were made using either a two-step recombination method with a *sacB* counter-selection marker [3] or using vectors described in [4].

For ML2464, first the *I*-SceI site with *tet* resistance marker was inserted between CCNA_00727 and CCNA_00728 following a two-step recombination protocol using ML2438 transformed into CB15N. A lysate of the resultant strain was used for transduction into ML2000 with *parS*^{pMT1} inserted after CCNA_00747. Separately, ML2430 was transformed into CB15N for insertion of *I*-SceI enzyme at the *van* locus by single crossover integration. This was transduced into ML2000 with the *I*-SceI site after CCNA_00727, generating ML2464.

For ML2465, first the *I*-SceI site with *tet* resistance marker was inserted between CCNA_03821 and CCNA_03822 following a two-step recombination protocol using ML2647 transformed into CB15N. A lysate of the resultant strain was used for transduction into ML2000 with *parS*^{pMT1} inserted after CCNA_03776. Separately, ML2430 was transformed into CB15N for insertion of *I*-SceI enzyme at the *van* locus by single crossover integration. This was transduced into ML2000 with the *I*-SceI site after CCNA_03821, generating ML2465.

For ML2466, first ML2439 was transformed into CB15N in order to construct a deletion *addBA*, replacing it with a *gent* resistance cassette, following a two-step recombination protocol. This was transduced into ML2464 to give ML2466.

For ML2467-2470, first ML2650-2653 were separately transformed into CB15N in order to insert *chi* forward and reverse sites after CCNA_00774 or CCNA_00836. These were then transduced into ML2464 to give ML2467-2470.

For ML2471, first ML2461 was transformed into ML743 [5] to insert a *gent* resistance cassette near the *recA* locus. A lysate of this strain was used to transduce $\Delta recA$ into ML2464 to give ML2471.

For ML2425, ML2447 and ML2643, first ML2648-2503 were separately transformed into CB15N in order to insert P_{recA} -*recA* (wild type and mutants) at the *xyl* locus. These were then transduced into ML2471 to give ML2425, ML2447 or ML2643.

For ML2644, ML2091 [7] was transduced into ML2464 to give ML2644.

Plasmid construction

For ML2647, the last ~600bp of CCNA_03821 were amplified using oligos *Isce1_ccna03821_up_forward* and *Isce1_ccna03821_up_reverse*. *tet* resistance cassette was amplified using oligos *tet_forward* and *tet_reverse* and ~600bp downstream of CCNA_03821 was amplified using oligos *Isce1_ccna03821_down_forward* and *Isce1_ccna03821_down_reverse*. These fragments were combined by SOE PCR using oligos *Isce1_ccna03821_up_forward* and *Isce1_ccna03821_down_reverse*. The resultant fragment was digested with BamH1 and Nhe1 and cloned into BamH1-Nhe1 digested pNPTS138. The plasmid was checked by sequencing for the correct insert.

For ML2648, P_{recA} -*recA* was amplified using oligos P_{recA} -*recA_forward* and P_{recA} -*recA_reverse*. The fragment was cloned into Nde1-Nhe1 digested pMT697. The plasmid was checked by sequencing.

For ML2649, oligos $RecA^{KA}$ _up and $RecA^{KA}$ _down were used to carry out site-directed-mutagenesis on ML2648. The plasmid was checked by sequencing.

For ML2650-ML2653, first the *chi* inserts (forward and reverse) were PCR amplified using oligos chi^{For} _forward and chi^{For} _reverse or chi^{Rev} _forward and chi^{Rev} _reverse. Separately, ~800 bp after CCNA_00774 or CCNA_00836 were PCR amplified using oligos *ccna_00774_forward* and *ccna_00774_reverse* or *ccna_00836_forward* and *ccna_00836_reverse*. The two fragments were assembled into pMT635 using Gibson assembly cloning.

For bacterial two hybrid plasmids (ML2654-ML2660), *recA*, *addA* and *addB* were amplified using B2h forward and reverse oligos and cloned into BamHI-KpnI digested pKT25 or pUT18C plasmids. The resulting constructs were verified by sequencing.

Supporting Results

Kinetic modeling of the AddAB DNA degradation process

We constructed a four-step model to simulate the kinetics of DNA degradation/processing by the AddAB complex in a single cell. Our model is informed partly by *in vitro* biochemical experiments on AddAB activity [8–10]. Custom code to simulate DSBs and AddAB degradation was written in MATLAB. Simulations were run with 1 kb resolution for a population of 10,000 cells.

1. AddAB binding

To calculate rate of AddAB binding or DSB formation (t_{DSB}), we tested three possibilities for the time it takes from enzyme induction (t_{ind}) to t_{DSB} : a. After induction, there is a constant rate of DSB formation. b. After induction, the waiting times for DSB formation is exponentially distributed, with a peak in DSB formation soon after induction of enzyme. c. After induction, there is a burst of DSB induction at a particular time (i.e. most cells have a DSB within a short time window). We then searched for rates for all three scenarios that would closely reflect the depth and pattern of the *in vivo* degradation profiles. While the burst scenario did not match any profiles, we found that constant rates of DSB formation as well as exponentially distributed waiting times could both closely recapitulate the 1 h *in vivo* DNA degradation profiles. However, since the fold change in CFU (Fig S1H) and the depth change in the *in vivo* profiles at later time points reflects an almost linear effect of DSB induction over time, we assumed that upon induction, DSB at a specific site occurs with equal probability at any time point between t_{ind} and t_{max} (maximum time taken for all cells to have a DSB) = 8550 – 10300s (142 – 172min) (Fig S4A-B). The exact value was adjusted for each experimental condition to match the depth of the *in vivo* degradation profiles. These rates were also measured experimentally via qPCR (Fig S4 C-D) and matched closely the rates predicted from simulations.

2. Initial DNA degradation

Degradation was simulated at a resolution of 1 kb. Processing times for each segment of 1 kb were drawn from an exponential distribution with mean $\tau_0 = 2.5$ ms/bp corresponding to a degradation rate of $k_0 = 1/\tau_0 = 400$ bp/s.

3. *chi* recognition

chi recognition was modeled as a stochastic process. Sites were recognized with probability p_{chi} and recognition led to a reduced degradation rate of k_{slow} (also referred to as post-*chi* AddAB). Processing times after *chi* recognition were rescaled by a factor k_{slow}/k_0 to account for the reduced degradation/ processing rate. If AddAB dissociated from DNA before *chi* recognition, it was assumed to immediately reload and continue DNA degradation.

4. AddAB dissociation

We also introduced the possibility for AddAB to dissociate from the DNA after *chi* recognition. Again, this step was modeled as a Poisson process with exponentially distributed waiting times and a rate constant k_{Off} . Processing times for 1 kb segments after dissociation were set to infinity.

We determined degradation times for 1 kb segments across the entire length of the genome. The cumulative sum of degradation times from the break site up to a specific 1 kb segment represents the AddAB ‘travel time’ to that position. Experimentally, DNA degradation was allowed to occur for a fixed period of time. Therefore, we set a threshold of t_{max} corresponding to the duration of DSB induction. All DNA with a travel time shorter than t_{max} was considered degraded in our simulation. Thus, for each cell we obtained a binary trace indicating which stretch of DNA had been degraded. To model the results of a sequencing experiment we averaged 10,000 binary traces. For overlay of simulated and experimental degradation profiles, see Fig S5.

Scanning for best parameter sets

We sought to find the parameter sets (p_{chi} , k_{slow} , k_{Off}) that best describe the experimentally obtained degradation profiles. In lieu of an analytical solution we

sampled the parameter space by varying independently $pchi = 0.10 - 0.41$ in steps of 0.01, $k_{slow} = 10 - 400$ bp/s in steps of 10 bp/s, and $kOff = 0 - 10 \times 10^{-3}/s$ in steps of $0.1 \times 10^{-3}/s$ to find parameters that best describe experimental results. The ‘goodness of fit’ of a specific parameter set was assessed by calculating the root-mean-squared deviation (RMSD) between the simulated average trace and experimental results in an 800 kb window around the break site. This procedure was repeated for double strand breaks introduced at two different positions in the genome (+780 kb, +3042 kb) and durations of DSB induction $t_{max} = 1$ h and 2 h respectively.

We first tested a scenario where we varied k_{slow} and $pchi$ without considering the possibility of $kOff$ ($kOff = 0$). We found that a parameter set with pre-*chi* AddAB speed of 400 bp/s, $pchi$ of 0.22 (CI 0.192-0.242) and k_{slow} of 51 bp/s (CI 46-56 bp/s) successfully described the experimental data for double strand breaks introduced at +780 kb and +3042 kb for 1 h or 2 h. However, this scenario did not successfully match the shape of the degradation profile 4 h after DSB induction (Fig S5).

We then considered the parameter of $kOff$ as well. In particular, we tested for two distinct models of AddAB action:

- Model 1, in which the processing rate after *chi* recognition was set to a value obtained in *in vitro* experiments (fixed $k_{slow} = 340$ bp/s);
- and a general Model 2, in which all three parameters were varied.

The parameter sets with the smallest average RMSD for all experimental conditions combined and for the different models are listed below.

Simulation	Pre- <i>chi</i><br>AddAB	<i>pchi</i>	Post- <i>chi</i><br>AddAB (<i>kchi</i>)	<i>kOff</i><br>(1/s)	RMSD				
					780 kb (1 h)	780 kb (2 h)	3042 kb (1 h)	3042 kb (2 h)	average
Model 1	400 bp/s	0.25	340 bp/s	0.0017	0.000239	0.002429	0.000657	0.000832	0.001055
Model 2	400 bp/s	0.23	100 bp/s	0.0003	0.000335	0.000802	0.000456	0.000505	0.000524

Refined parameter sets and uncertainties

The parameter scan yields discrete values for ($pchi$, k_{slow} , $kOff$). To obtain refined values and estimate uncertainties for each parameter we performed 3rd order polynomial fits

around the minimum in the RMSD as a function of the respective parameter. The fit returns the best guess for each parameter in both models. By running 1000 independent simulations with the newly obtained sets of best parameters we obtained a distribution of RMSD values for the respective parameter sets. An RMSD threshold was defined such that 95% of the simulation runs had an RMSD smaller than this value (one-sided test). Uncertainties (95% confidence intervals) are given by parameter values for which the fit exceeds the RMSD threshold (Fig S6 and below).

Simulation	Pre- <i>chi</i><br>AddAB<br>(k_0)	<i>pchi</i>	Post- <i>chi</i><br>AddAB<br>(k_{slow})	k_{Off}<br>(1/s)
Model 1	400 bp/s	0.233<br>[0.203-0.267]	340 bp/s	0.0017<br>[0.0014-0.002]
Model 2	400 bp/s	0.236<br>[0.205-0.276]	96 bp/s<br>[84-109 bp/s]	0.00035<br>[0.00026-0.00045]

Predicting focus loss

Models 1 and 2 match the all datasets equally well. However, the degradation rate after *chi* recognition varies significantly between the two models. We therefore predicted lag times between the degradation of genomic loci flanking a 100 or 200 kb stretch rich in *chi* sites. These loci were fluorescently labeled and fluorescence was lost upon DNA degradation. We expect that after passing through a larger number of *chi* sites, each with a recognition probability of ~ 0.23 , most molecules will have slowed down to k_{slow} (post-*chi* AddAB) from the initial degradation rate k_0 (pre-*chi* AddAB). Predictions for the lag time between the loss of the two foci can be extracted from our simulations. The most likely lag times resulting from Model 1 are 4 min for a stretch of 100 kb and 9 min for 200 kb; and 15 min or 30 min for the same stretches according to Model 2. Experimental results yielded mean values very close to the values obtained for Model 2 (see Fig 4).

Supporting References

1. Badrinarayanan A, Le TBK, Laub MT. Rapid pairing and resegregation of distant homologous loci enables double-strand break repair in bacteria. *J Cell Biol.* 2015;210: 385–400. doi:10.1083/jcb.201505019
2. Aakre CD, Phung TN, Huang D, Laub MT. A bacterial toxin inhibits DNA replication elongation through a direct interaction with the β sliding clamp. *Mol Cell.* 2013;52: 617–628. doi:10.1016/j.molcel.2013.10.014
3. Skerker JM, Prasol MS, Perchuk BS, Biondi EG, Laub MT. Two-component signal transduction pathways regulating growth and cell cycle progression in a bacterium: a system-level analysis. *PLoS Biol.* 2005;3: e334. doi:10.1371/journal.pbio.0030334
4. Thanbichler M, Iniesta AA, Shapiro L. A comprehensive set of plasmids for vanillate- and xylose-inducible gene expression in *Caulobacter crescentus*. *Nucleic Acids Res.* 2007;35: e137. doi:10.1093/nar/gkm818
5. Modell JW, Hopkins AC, Laub MT. A DNA damage checkpoint in *Caulobacter crescentus* inhibits cell division through a direct interaction with FtsW. *Genes Dev.* 2011;25: 1328–1343. doi:10.1101/gad.2038911
6. Ely B. Genetics of *Caulobacter crescentus*. *Methods Enzymol.* 1991;204: 372–384. doi:10.1016/0076-6879(91)04019-K
7. Modell JW, Kambara TK, Perchuk BS, Laub MT. A DNA damage-induced, SOS-independent checkpoint regulates cell division in *Caulobacter crescentus*. *PLoS Biol.* 2014;12: e1001977. doi:10.1371/journal.pbio.1001977
8. Carrasco C, Gilhooly NS, Dillingham MS, Moreno-Herrero F. On the mechanism of recombination hotspot scanning during double-stranded DNA break resection. *Proc Natl Acad Sci.* 2013;110: E2562–E2571. doi:10.1073/pnas.1303035110
9. Gilhooly NS, Dillingham MS. Recombination hotspots attenuate the coupled ATPase and translocase activities of an AddAB-type helicase-nuclease. *Nucleic Acids Res.* 2014;42: 5633–5643. doi:10.1093/nar/gku188
10. Gilhooly NS, Carrasco C, Gollnick B, Wilkinson M, Wigley DB, Moreno-Herrero F, et al. *Chi* hotspots trigger a conformational change in the helicase-like domain of AddAB to activate homologous recombination. *Nucleic Acids Res.* 2016;44: 2727–2741. doi:10.1093/nar/gkv1543

How the deposited data were processed for this re-analysis (not part of the article)

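The deposited data are 18 DNA libraries and 11 RNA libraries of *Caulobacter crescentus* NA1000. The DNA libraries hold 1 sample per condition: uninduced swarmer cells of a strain without the I-SceI gene or site, swarmer cells of the wild type with an I-SceI site at +780 kb or +3042 kb after 1, 2 or 4 h with vanillate, swarmer cells of the Δ*addAB*, Δ*recA*, *recA(K83A)* and non-cleavable *lexA* strains, strains with *chi* for or *chi* rev arrays, DNA treated with mung bean nuclease, and asynchronous cells with 0, 2 or 500 μM vanillate. The RNA libraries hold 2 repeats of each of 5 induced groups and 1 library of untreated swarmer cells. All 29 samples were mapped to conditions from their labels and the strain table. The *recA(K83A)* sample is labelled K38A, and the paper's name was kept. The strain used as Δ*recA* +3042 kb, ML2425, is so described in the labels and the strain table, while the paper's account of strain construction derives it from the +780 kb strain with *recA* restored; its low *recA* RNA (73.8 and 72.4 RPKPM, against 339 in the control) and high CCNA_02893 RNA (992 and 512, against 14.6 and 11.1 in Δ*recA* +780 kb) go with the labels.

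For each library the authors deposited the coverage (signal) of every base, the number of aligned reads that overlap it, by the stated methods made from HiSeq reads aligned with Bowtie 1, with reads of more than 1 match removed, and counted with bedtools; the release of Bowtie 1 and the version of bedtools are not given in the sources used here. The second RNA repeats hold 7.91% to 15.2% of their reads in rRNA genes, against 0.00180% at most in the other RNA libraries, so they seem not to have been filtered or prepared like them. The coverage is not scaled to depth and holds both strands together, so overlapping genes on opposite strands were not told apart. The authors also deposited tables of RPKPM (RPKM, reads normalized to gene length and library depth) per gene, 1 for each repeat, which were checked against the coverage. Each column of the first table matched its own library, and in the second table the columns headed for the Δ*addAB* and wild-type +3042 kb strains matched each other's library, with a median deviation of 18.9% from the library of the heading. RPKPM were therefore computed from the coverage. The tables list 4085 genes and RNAs, of which 4085 identifiers are in the reference annotation and 4082 have the same start and end there (ASM2200v1). The number of reads was taken as summed coverage divided by the read length that the coverage shows, 40 bp in the uninduced swarmer, Δ*addAB* and mung bean libraries and in the RNA libraries, and 50 bp in the other DNA libraries.

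DNA reads were counted in 4000 bins with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1), and profiles were made in R 4.3.3 with lowess at a bandwidth of 0.01, after scaling to a region far from the break. Separation was the first position from which 20 bins in a row reached the mean minus 2 SD of that region, and it was tested on simulated data. The asymmetry is the mean share of reads lost over 400 kb toward the terminus divided by that toward the origin. Profile differences were taken over the same distance. With 1 library per condition no test was run between DNA libraries, and PCR copies cannot be told from independent molecules in these reads, so the intervals cover counting error only. DNA depth ran from 7939270 to 28360840 reads. qPCR values are the paper's, from its S2 Table.

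RNA was compared with limma 3.58.1 (trend) on log2(RPKPM + 1) in 1 fit over the 11 libraries, for the 4020 genes with a mean RPKPM of at least 5, with Benjamini-Hochberg adjustment and a threshold of 0.05. The 7 comparisons were each induced group against the control, wild-type cells with a DSB at +780 kb against those with a DSB at +3042 kb, and both wild-type groups against both Δ*recA* groups. Of these, 5 share the 1 control library, so no overlap between their genes is claimed. Sets of genes were tested with camera (preset correlation 0.01 and, as an alternative, an estimated correlation) and with fry. Median reads per gene were 124 to 235 in the second repeats and 1595 to 2153 in the other libraries. The repeat numbers pair the samples: deviations from the group means of libraries with the same number correlated at 0.700 to 0.863 over 10 pairs of groups, so the fit was repeated with the repeat number as a block.

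The gene lists were fixed before the data were examined: DNA damage response, other DNA repair and recombination, heat shock and proteolysis, swarmer cell markers, replicating and stalked cell markers, predivisional cell markers, vanillate and aromatic acid catabolism, ribosomal proteins, general stress and oxidative stress, flagellum and chemotaxis, and cell envelope and division. List members were found by gene symbol, which 673 of the 4085 rows carry besides the locus tag, so listed genes without a symbol were left out. Genes named in the text are, for each comparison, up to 10 with the largest rise and 10 with the largest fall among those past the threshold whose libraries all lie on 1 side of the comparison's mean, every gene the paper names, and up to 4 members of a list in each direction.

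Alternatives set before the data were examined were the scaling by total reads or by another region, the Δ*addAB* library as control, the bin size, smoothing, break position, thresholds and windows for DNA, and the pseudocount, the filter on low values, median centring, the repeat block, limma voom on reads, only the libraries compared, an estimated correlation and leaving out each library for RNA. Added after the data were examined were lowess at every bin, array positions at the stated distances, the deposited RPKPM tables as headed, median centring together with the block, and wild-type cells against the Δ*addAB* or Δ*recA* cells with the same break. The simulation of DSB processing and counts of *chi* sites across the chromosome need a genome sequence and were not analysed here. The experiments on shorter induction, Δ*recA* DNA at +3042 kb, *recA(N304D)*, microscopy, viability and the bacterial two-hybrid assay were not analysed here either.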

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

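The tests of explanations for the *chi* arrays, the library labelled +3042 kb, 4 h, and the genes of Δ*recA* cells, and the comparison of wild-type with Δ*addAB* cells, were chosen only after these results were seen.

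Reads rose more across the arrays in the libraries labelled *chi* rev than in those labelled *chi* for, with a *chi* for minus *chi* rev step of −0.0336 at +30 kb. If the labels of the *chi* for and *chi* rev libraries were exchanged, the libraries labelled *chi* rev should exceed every library without an array there, and they did so by at least 0.0317, but 2 to 5 kb beyond the +30 kb array the *chi* rev library held 0.943 of the reads of the *chi* for library and 15 to 50 kb beyond 1.00, so its larger step there comes from fewer reads before the array (0.605 against 0.647), and exchanged labels stay open. Variation between single libraries stays open, since the difference was only 1.21 times the largest difference between 5 libraries without an array. An effect of the array in the orientation labelled *chi* rev cannot be told apart from exchanged labels, because both predict the step of −0.0397 at +100 kb.

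In the library labelled +3042 kb, 4 h, a sample the paper shows but whose trough at the other break site it does not describe, reads within 100 kb of +780 kb stood at 0.487 of the control, against 0.843 near +3042 kb. DNA replication resumed by 4 h as the whole cause is argued against, since it would leave reads near +780 kb at or above those of the terminus region, which replicates last, and they stood at 0.487 of them, against 0.919 at 1500 to 1700 kb. A mislabelled sample may account for the trough: CCNA_02893 was covered at 0.863 of the control, where the other +3042 kb libraries had 1.86. CCNA_00747, beside the marker of most strains with a site at +780 kb, was at 1.06, so which strain the library holds stays open.

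Of 4020 genes tested, 9 were higher in Δ*recA* cells with a DSB at +780 kb than in the control, among them CCNA_02610 (glyoxalase family, log2 fold change 6.20), CCNA_02396 (GST/metaxin-like, 6.01) and CCNA_01980 (PEP phosphonomutase related, 5.61), none of which the paper discusses. Vanillate itself as the whole cause is argued against, because induced Δ*addAB* cells received it too and the median difference between Δ*recA* and Δ*addAB* cells over these genes was at least 2.77 in each of 4 pairs of libraries. Choosing genes that are high in Δ*recA* cells favours this difference, but wild-type cells, not used in the choice, also exceeded Δ*addAB* cells by a median of at least 2.25. CCNA_02610, CCNA_02396 and CCNA_01980 were above the control in Δ*addAB* cells too (2.36, 2.48 and 2.27), and the other genes stood between −0.32 and 0.86. A part shared by the induced strains stays open. The lowest of the 9 fold changes was 2.32 in repeat 1 and 2.78 in repeat 2. The genes were chosen on these same libraries, which favours high values in both, so this cannot decide on a difference between the repeats. The same 2.77 argues against the I-SceI gene, its site, the marker and an unprocessed break as the whole cause, as Δ*addAB* cells share them. The *recA* deletion as the whole cause is argued against, since wild-type cells, which have *recA*, stood above Δ*addAB* cells with the same DSB by a median of at least 2.25 over these genes in each of 4 pairs of libraries. The processing of the break by AddAB stays open and untested. In wild-type cells with a DSB at +3042 kb, which also lost reads at the break, the 9 genes ranged from −0.29 (CCNA_02882) to 3.98 (CCNA_01980) over the control. Leaving out any 1 library but the control brought the count of 10 changed genes to between 2 and 4, and with the repeat number as a block it was 77.

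In Δ*recA* cells at +3042 kb, the genes CCNA_00746 (Ada, an alkylation repair regulator) at 3.88 and CCNA_01582 at 3.50 were above the control, and the paper does not discuss them. Between wild-type cells with a DSB at +780 kb and at +3042 kb, limma found a difference for CCNA_02893 (−5.78), CCNA_01093 (−3.59), CCNA_01092 (−2.96), CCNA_00745 (−2.31) and CCNA_02610 (2.89), of which CCNA_02893 was covered in DNA at 1.86 times the control in the 1 h and 2 h libraries of the +3042 kb strain. This count of 5 was 0 without either wild type +780 kb library or repeat 1 of wild type +3042 kb, and 1 without repeat 2 of the latter or any 1 Δ*addAB* or Δ*recA* +780 kb library. Between wild-type and Δ*addAB* cells with the same DSB, the genes near the break differed by −0.63 (camera with an estimated correlation p = 0.047) and the DNA damage response by 1.33 (p = 0.0075). CCNA_02355 (endonuclease III), at 26.4 RPKPM, and CCNA_03633, at 40.2 RPKPM, set repeat 2 of Δ*recA* +3042 kb apart from the other Δ*recA* libraries, with a gap of 0.884 and 0.925 of the range. These are 2 of 60 groups tested, where chance sets apart about 1 in 20, and each group mixes both break sites.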

How the results depend on the processing

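The alternatives that fit the lowess curve at every bin, place the arrays at the stated distances, use the deposited RPKPM tables as headed or combine median centring with the repeat block were chosen only after the data were examined, and the others before. Of 133 values of the ratio at the DSB 75 stayed within the counting interval of the main value, and of 124 values of the point of separation 67 did. Of 55 values of the asymmetry, 2 changed sides of 1 and 25 moved, and none of 18 values of the *chi* step changed sign. Among 645 values of RNA near the DSB 3 reversed, 33 lost their call and 6 gained one, among 852 medians of gene lists 7 reversed, 29 lost their call and 41 gained one (medians relative to all genes, and calls by camera before adjustment, for both), and among 1603 values of named genes none reversed, 416 lost their call and 11 gained one. Except where a sentence gives it, the cause was not tested.

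With total reads for scaling, the ratio at the DSB was 0.610 and 0.365 for wild-type cells at +780 kb, 1 h and 2 h, 0.539 and 0.275 at +3042 kb, 0.853 in Δ*addAB* and 0.710 in Δ*recA* cells. With another scaling region it was 0.324 at +780 kb, 2 h, 0.500 and 0.236 at +3042 kb, 0.864 in Δ*addAB* and 0.586 in Δ*recA* cells. With the Δ*addAB* library as control it was 0.671 and 0.372 at +780 kb and 0.687 in Δ*recA* cells. A bandwidth of 0.02 gave 0.529 at +3042 kb, 1 h, and 0.938 in Δ*addAB* cells, reads within 5 kb gave 0.614 and 0.289 at +3042 kb and 0.789 in Δ*addAB* cells, and the end of the gene beside the site gave 1.09 and 1.09 at +3042 kb, where that gene lies far from the trough, and 0.866 in Δ*addAB* cells. Bins of 5 kb gave 0.954 in Δ*addAB* and 0.590 in Δ*recA* cells, and lowess at every bin gave 0.852 in Δ*addAB* cells.

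Wild-type cells at +780 kb separated from the control at 324 kb toward the origin and 659 kb toward the terminus with another scaling region, at 796 and 1173 kb with the Δ*addAB* control, and at 481 and 1071 kb with a threshold of 1 SD. In Δ*recA* cells these settings gave 1683 and 1499 kb, 1417 and 1533 kb, and 1528 and 1468 kb, while bins of 5 kb gave 1170.4 kb toward the origin and a threshold of 3 SD gave 1030.2 and 1324 kb. The asymmetry at +780 kb was 1.84 with total reads, 1.71 with the Δ*addAB* control and 1.19 within 200 kb. At +3042 kb it was 1.94 with total reads, 1.61 with another scaling region, 1.70 with bins of 5 kb and 1.27 within 200 kb. In Δ*recA* cells it was 0.939 with total reads, 0.977 with bins of 5 kb, 0.953 within 200 kb and, on the other side of 1, 1.02 with the Δ*addAB* control, which also gave 1.04 in *recA(K83A)* cells. The *chi* for minus *chi* rev step was −0.0544 with bins of 5 kb at +30 kb, −0.0207 at +30 kb and −0.0230 at +100 kb with the window of 2 to 25 kb, and −0.0146 at +100 kb with the array at the stated distance. The mean difference of the mung bean library from the untreated was 0.0962 with total reads, 0.123 with another scaling region, 0.112 with a bandwidth of 0.02 and 0.110 with lowess at every bin. For the *lexA* strain against the wild type it was 0.0448, 0.0522 and 0.0840 under the first 3 of these. For *recA(K83A)* against Δ*recA* cells it was 0.0418 with total reads, 0.0895 with another scaling region and 0.0994 with the Δ*addAB* control, and for asynchronous against swarmer cells it was −0.0281, −0.0251 and, against the swarmer control, −0.0400.

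The number of genes past the threshold moved with the repeat block to 89, 112, 83, 77 and 80 for wild type +780 kb, wild type +3042 kb, Δ*addAB*, Δ*recA* +780 kb and Δ*recA* +3042 kb against the control, 56 for wild type +780 kb against +3042 kb and 73 for *recA* present against deleted. With the block and median centring these counts were 95, 121, 93, 85, 90, 69 and 78. Median centring alone gave 29, 21 and 18 for wild type +780 kb, wild type +3042 kb and Δ*recA* +780 kb and 1 for the comparison of break sites, and voom gave 28, 23, 1 and 22 for wild type +780 kb, wild type +3042 kb, Δ*addAB* and Δ*recA* +780 kb and 2 for the break sites. No filter gave 2 for wild type +780 kb, 2 for Δ*recA* +780 kb and 1 for the break sites, and a pseudocount of 5 gave 11 for wild type +3042 kb and 1 for Δ*addAB*. Only the libraries compared gave 38 for wild type +780 kb and 0 for each of wild type +3042 kb, Δ*addAB*, both Δ*recA* groups and the break sites, where fewer libraries estimate the spread. The deposited tables as headed gave 1 for wild type +780 kb, 1 for Δ*recA* +780 kb and 0 for the other 5 comparisons by limma, where the main counts were 7, 2, 7, 5 and 40. For comparison, limma called 240, 266, 126, 167, 261, 257 and 147 genes at an unadjusted p under 0.05 with the main settings.

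Higher genes of the DNA damage response numbered 7 and 9 with the block for wild type +780 kb and +3042 kb, 8 and 9 with block and centring, 4 and 4 with voom, 5 and 0 with only the libraries compared, and 0 and 0 with the tables as headed, which also gave 0 for *recA* present against deleted, against 9 or 10 at an unadjusted p under 0.05 for the wild type by limma. No filter gave 0 for wild type +780 kb, and for wild type +3042 kb a pseudocount of 5 gave 4 and centring 4. Genes near the DSB kept their median with an estimated correlation and lost the call, with limma camera values of −0.56 (p = 0.12) for wild type +780 kb, −0.60 (p = 0.27) for wild type +3042 kb, 0.036 (p = 0.65) for Δ*addAB*, −0.31 (p = 0.35) for Δ*recA* +780 kb and −0.48 (p = 0.40) for Δ*recA* +3042 kb. By camera, the tables as headed gave −0.17 for wild type +3042 kb, without a call. For Δ*addAB* centring gave 0.036, the repeat block 0.082, both together 0.082 and a window of 50 kb 4.3e-05, each without a call by camera, and on the terminus side block with centring gave 0.088 and 200 kb 0.13, called in the other direction. The predivisional list at +3042 kb reversed with the block from 0.07 to −0.19 relative to all genes and was called by camera only before adjustment (adjusted p = 0.12, and adjusted p = 0.92 with an estimated correlation), and the DNA damage response between break sites reversed to 0.74 with the tables as headed, also called before adjustment. With the block these lists lost their calls: heat shock at adjusted p = 0.11 and ribosomal proteins at 0.063 for wild type +780 kb, heat shock at 0.19 and swarmer markers at 0.087 for Δ*addAB*, heat shock at 0.066 for Δ*recA* +780 kb, flagellum and chemotaxis at 0.47 for Δ*recA* +3042 kb, and the DNA damage response at 0.063 between break sites. Flagellum and chemotaxis gained one at 0.0093 for wild type +780 kb and for Δ*recA* +780 kb, predivisional markers at 0.049 for Δ*recA* +780 kb and replicating and stalked markers at 0.044 for Δ*recA* +3042 kb, each of which ended with an estimated correlation (adjusted p = 0.92). The block ended no call of a named gene.

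Leaving out 1 library at a time, with a lone library assumed to vary like the other groups, the counts ranged from 0 to 20 for wild type +780 kb, 0 to 11 for wild type +3042 kb, 0 to 2 for Δ*addAB*, 2 to 4 for Δ*recA* +780 kb, 3 to 6 for Δ*recA* +3042 kb, 0 to 5 between the break sites and 17 to 40 for *recA* present against deleted. For wild type +780 kb the count was 1 and 0 without repeat 1 and 2 of that group, 4 without either wild type +3042 kb library, 20 without either Δ*addAB* library, and 2 without any 1 Δ*recA* library. For wild type +3042 kb it was 0 without any 1 wild type +780 kb or Δ*recA* +780 kb library, 2 and 0 without repeat 1 and 2 of that group, and 11 without either Δ*addAB* library. For Δ*addAB* it was 0 and 1 without its repeats. Between break sites it was 0 without either wild type +780 kb library, 0 and 1 without the wild type +3042 kb repeats, and 1 without any 1 Δ*addAB* or Δ*recA* +780 kb library. For *recA* present against deleted it was lowest without a Δ*recA* +780 kb library (17 and 22), a wild type +780 kb library (22 and 20), or repeat 2 of wild type +3042 kb (19) or of Δ*recA* +3042 kb (24). For Δ*recA* +780 kb every library left out lowered the count of 10, and for Δ*recA* +3042 kb it was lowest, at 4 and 3, without its own repeats. Higher genes of the DNA damage response ranged from 0 to 4 at +780 kb, with 0 without any 1 wild type +780 kb or Δ*recA* library, 1 without either wild type +3042 kb library and 4 without either Δ*addAB* library, and from 0 to 3 at +3042 kb, with 0 without any 1 wild type +780 kb or Δ*recA* +780 kb library, and 1 and 0 without repeat 1 and 2 of wild type +3042 kb. Medians ranged from −0.29 (without repeat 2 of wild type +3042 kb) to 0.21 for predivisional markers at +3042 kb, and from −0.0065 (without repeat 1 of Δ*addAB*) to 0.13 near the DSB in Δ*addAB*, where the call was also lost without either wild type +780 kb library. They ranged from −0.44 to 0.085 (without repeat 2 of wild type +3042 kb) for the DNA damage response between break sites, where the call was also lost at −0.13 without repeat 1 of wild type +780 kb. For *recA* present against deleted they ranged from −0.37 to 0.022 (without repeat 1 of wild type +780 kb) for swarmer markers, with 0.014 without repeat 2 of Δ*recA* +780 kb, and from −0.13 to 0.13 for replicating and stalked markers, with a call at 0.082 without repeat 2 of Δ*recA* +3042 kb. The control has 1 library and could not be left out of comparisons against it, the simulated profile fit was not run because it needs a genome sequence, and second repeats with 124 to 235 median reads per gene limit what small changes the RNA data can show.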

Differences from the paper's values

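Of the losses at the DSB, the distances and the rates that the paper states in numbers and that were compared here, none differs with the main settings under the rule used, which asks for a factor of more than 1.5 and takes no account of the error. Under some alternatives they do: the loss at +3042 kb, 1 h, with reads within 5 kb (38.6%) or at the end of the gene named for the site, where reads rose (ratio 1.09 at 1 h and 2 h), the distance toward the terminus at +780 kb with another scaling region (659 kb), and with the Δ*addAB* control the distance toward the origin (796 kb) and the rates on both sides (221 and 326 bp/s). The window within 5 kb of +3042 kb holds CCNA_02893, which had 1.86 times the coverage of the control in that strain, so its loss of 38.6% is understated. The paper's loss at 0.5 h, its correlation between repeats and its simulated rates were not compared. The statements below differ in direction or in kind, some of them only in part.

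The paper states that the reverse *chi* array leaves degradation unchanged and that the forward array lowers it beyond the insertion. Here the rise in reads across the array was larger for the libraries labelled reverse, by 0.0759 against 0.0423 at +30 kb and 0.0914 against 0.0517 at +100 kb, and no setting that was run turned this order. A value in the stated direction is the higher ratio of the forward library 2 to 5 kb beyond the +30 kb array, 0.658 against 0.620, a difference also present before that array (0.647 against 0.605) and turned at +100 kb (0.701 against 0.718). Against the wild type the forward library was also higher 15 to 50 kb beyond the arrays, 0.699 against 0.638 at +30 kb and 0.761 against 0.722 at +100 kb. So was the reverse library (0.699 and 0.824). The forward library already exceeded the wild type before the arrays (0.647 against 0.598, and 0.699 against 0.673).

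The paper states that mung bean nuclease leaves the profile as it was. Here the treated library lay 0.107 above the untreated on average, and between 0.0962 and 0.123 under the other settings, none of which closed the gap. The treated library has reads of 40 bp and the untreated library reads of 50 bp. An effect of the treatment cannot be told apart from a difference in preparation or sequencing. Digestion of sequenced single-stranded DNA near the break would lower the ratio there, whereas the treated library lay higher. The gap is thus no sign of reads from single-stranded DNA.

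For the strain with a LexA that cannot be cleaved, the paper states a profile nearly the same as the wild type. Here the loss at the DSB was 28.5% against 42.2% in the wild type, and the mean difference was 0.0811, with 0.0448 as the smallest value, under total reads for scaling. The ratio between the arms, 1.42 (1.38 to 1.46), was also below that of the wild type, 1.59 (1.55 to 1.61). Each strain has 1 library, and these intervals cover counting error only. The mung bean library, from the same strain as the wild type, lay further from the wild-type profile on average than the *lexA* library did. An effect of LexA thus cannot be told apart from a difference between preparations.

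The paper describes the *recA(K83A)* profile as like that of Δ*recA* cells. Here the loss of asymmetry was alike (0.944 against 0.966), while the *recA(K83A)* profile lay 0.103 above that of Δ*recA* cells and differed from it by a root-mean-square of 0.105, against 0.0972 from the wild type. With total reads for scaling the mean difference was 0.0418.

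The paper states no significant drop in reads near the DSB without AddAB, and no test was run here on 1 library. Here reads within 5 kb stood at 0.789 of the control and the smoothed ratio at 0.878, while 20 to 50 kb away on the origin side they stood at 0.982 and 50 to 100 kb away at 0.977 on the origin and 1.01 on the terminus side. Bins of 5 kb gave 0.954 and a bandwidth of 0.02 gave 0.938, closer to no loss.

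The paper states that the profile at +3042 kb after 4 h is much like that after 2 h. Here the library of that label held 0.843 of the control reads near +3042 kb, against 0.363 at 2 h, and its trough lay at +780 kb (0.487).

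The paper describes qPCR next to the break as comparable to sequencing and, in Δ*recA* cells, as above it. Relative to *rpoA*, the paper's reported qPCR values next to the break differed from the wild-type profile by −14.9% at 760 kb and −21.0% at 820 kb. At the cut site the difference was −26.0%, but the primer pair there spans the DSB, so cutting alone lowers that value. In Δ*recA* cells the difference was −38.2% at the cut site, −29.1% at 760 kb, −34.2% at 820 kb and 22.0% at 680 kb. Without division by the *rpoA* value the Δ*recA* profile was 0.596 at the cut site and 0.604 at 680 kb, against the paper's qPCR values of 0.481 and 0.962.

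In the RNA of Δ*recA* cells, the paper describes a decrease without asymmetry that reaches further than in the wild type. Within 100 kb of +780 kb the decrease was smaller, −0.31 against −0.56, and 300 to 600 kb away it was larger, −0.19 against −0.08. These values are relative to total reads and to the median of all genes. The DNA loss in Δ*recA* cells was widespread, with 0.767 of the control reads at *rpoA* against 0.963 in the wild type. The decrease near the break may thus be understated in Δ*recA* cells. Tested directly after the data were examined, wild-type minus Δ*recA* cells gave −0.29 within 100 kb (camera p = 0.18 with an estimated correlation) and 0.13 at 300 to 600 kb (p = 0.24 with an estimated correlation), both called only with the preset correlation. At +3042 kb the same comparison gave −0.13 within 100 kb, 0.24 at 100 to 300 kb and 0.32 at 300 to 600 kb (p = 0.69, 0.36 and 0.13 with an estimated correlation). At +780 kb it gave 0.04 at 100 to 300 kb, with −0.09 on the terminus side. The values beyond 300 kb at both sites go in the stated direction. Those within 100 kb, and that of the terminus side at 100 to 300 kb of +780 kb, go against it. At +780 kb the arms matched (−0.30 and −0.32 within 100 kb), and at +3042 kb the origin side was lower (−0.61 against −0.39), a difference that was not tested.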

Other observations

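The DNA damage response list and all others were fixed before the data were examined, and the tests of splits of the samples were chosen after the result was seen. With *recA* present rather than deleted, and both break sites together, 40 genes were higher and none lower by limma (147 genes at an unadjusted p under 0.05 and 47 calls by voom), and with the repeat number as a block the count was 73. Of the 15 genes of the DNA damage response, 9 were higher (12 adjusted over the list alone), among them *imuA* at 1048 ± 111 against 19.2 ± 8.33 RPKPM (SD, n = 4 and 4; log2 fold change 5.82, standard error 0.71, limma adjusted p = 0.0097) and *imuB* (4.86), which form the mutagenic polymerase complex, *bapE* (3.60) and *dnaE2* (2.79). The Holliday junction genes *ruvA* (1.39), *ruvB* (1.50) and *ruvC* (1.26) and the repair gene *mmcB* (2.54) were higher too, and *recA* itself, deleted in 1 group, by 5.42. The list's median was 1.50 (camera adjusted p = 1.2e-41, and adjusted p = 0.059 with an estimated correlation). Outside the list, CCNA_02355 (endonuclease III) was higher by 5.26, the radical SAM gene CCNA_01391 by 4.56, CCNA_03118 by 4.55 and *mmcA* by 3.53, and *dnaE* of the replicative polymerase, of the replicating and stalked cell markers, by 2.60. The 15 listed genes matched by symbol did not pass as higher in Δ*recA* cells than in the control. The counts were 0 by limma at each break site, 0 by voom, and 1 at +780 kb and 0 at +3042 kb at an unadjusted p under 0.05. *lexA* stood at 237 and 358 RPKPM in the Δ*recA* +780 kb repeats, against 64.6 in the control, while *imuA* was lower, at 27.4 and 19.0 against 50.2. *ada* is on the list, but CCNA_00746, annotated as Ada, has no symbol and was not counted. It was higher in Δ*recA* cells at +3042 kb (3.88).

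Heat shock and protease genes stood above the other genes in several groups by camera, and each call was lost with an estimated correlation. With the repeat number as a block those for wild type +780 kb, Δ*addAB* and Δ*recA* +780 kb were lost as well (adjusted p = 0.11, 0.19 and 0.066). Their median log2 fold change was 0.68 for wild type +3042 kb (adjusted p = 4.9e-07, and adjusted p = 0.41 with an estimated correlation), 0.24 for wild type +780 kb (adjusted p = 0.90 with an estimated correlation), 0.15 for Δ*addAB* (adjusted p = 0.90 with an estimated correlation) and 0.31 for Δ*recA* +780 kb (adjusted p = 0.84 with an estimated correlation). In Δ*addAB* cells ribosomal protein genes had a median of 0.20 (adjusted p = 0.82 with an estimated correlation), swarmer cell markers 0.21 (adjusted p = 0.90 with an estimated correlation, and 0.087 with the block) and replicating and stalked cell markers −0.44 (adjusted p = 0.41 with an estimated correlation). Other DNA repair and recombination genes had a median of −0.63 there (adjusted p = 0.65 with an estimated correlation), with 2 lower, the deleted *addA* and *addB*. Flagellum and chemotaxis genes had a median of −0.22 for *recA* present against deleted (adjusted p = 0.0074, and adjusted p = 0.90 with an estimated correlation), and for Δ*recA* +3042 kb a median of 0.08 beside a mean of −0.02 (adjusted p = 0.90 with an estimated correlation). With the main settings no comparison called the predivisional cell markers (lowest camera adjusted p = 0.47; with the block adjusted p = 0.049 for Δ*recA* +780 kb, and 0.92 with an estimated correlation), general stress and oxidative stress (0.26), cell envelope and division (0.17) or vanillate and aromatic acid catabolism (0.21), of which 3 genes were measured.

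For *recA* present against deleted, the 8 libraries make 35 splits into equal groups, and 3 of them, the real one included, gave at least 40 genes, so chance cannot be excluded by this count. Among the 18 splits that place 2 libraries of each repeat in each group, 2 did, the real one and the split by break site. The highest of the other splits gave 778 genes and parts the first repeats from the second, a structure of the libraries that goes with their depth and ribosomal RNA, and the split by break site gave 89. The other 32 splits gave 0 genes by limma. With the repeat number as a block the real split gave 73. The count of 40 was 17 and 22 without repeat 1 and 2 of Δ*recA* +780 kb, 22 and 20 without those of wild type +780 kb, 19 without repeat 2 of wild type +3042 kb and 24 without repeat 2 of Δ*recA* +3042 kb, and the 9 genes of the DNA damage response numbered between 6 and 9.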
